# Effect of landiolol on sex-related transcriptomic changes in the myocardium during sepsis

**DOI:** 10.1186/s40635-019-0263-0

**Published:** 2019-08-19

**Authors:** Thi Thom Tran, Calypso Mathieu, Magali Torres, Béatrice Loriod, Linh Thuy Lê, Catherine Nguyen, Monique Bernard, Marc Leone, Nathalie Lalevée

**Keywords:** Genes, Dimorphism, Sex, Sepsis, Beta-blocker, Transcriptome

## Abstract

**Objectives:**

The aims of this study are to better understand phenotypic differences between male and female rats during sepsis, to characterise the contribution of the beta1-adrenergic blocker landiolol to septic cardiomyopathy and to determine why landiolol induces divergent effects in males and females.

**Methods:**

The myocardial transcriptional profiles in male and female Wistar rats were assessed after the induction of sepsis by cecal ligation and puncture and addition of landiolol.

**Results:**

Our results showed major differences in the biological processes activated during sepsis in male and female rats. In particular, a significant decrease in processes related to cell organisation, contractile function, ionic transport and phosphoinositide-3-kinase/AKT (PI3K/AKT) signalling was observed only in males. The transcript of ATPase sarcoplasmic/endoplasmic reticulum Ca^2+^ transporting 3 (SERCA3) was sex-differently regulated. In males, landiolol reversed several signalling pathways dysregulated during sepsis. The expression level of genes encoding tubulin alpha 8 (TUBA8) and myosin heavy chain 7B (MYH7) contractile proteins, phosphatase 2 catalytic subunit alpha (PPP2CA), G protein-coupled receptor kinase 5 (GRK5) and A-kinase anchoring protein 6 (AKAP6) returned to their basal levels. In contrast, in females, landiolol had limited effects.

**Conclusion:**

In males, landiolol reversed the expression of many genes that were deregulated in sepsis. Conversely, sepsis-induced deregulation of gene expression was less pronounced in females than in males, and was maintained in the landiolol-treated females. These findings highlight important sex-related differences and confirm previous observations on the important benefit of landiolol intake on cardiac function in male rats.

**Electronic supplementary material:**

The online version of this article (10.1186/s40635-019-0263-0) contains supplementary material, which is available to authorized users.

## Background

The pathophysiology of sepsis involves a complex mix of systemic factors and molecular, metabolic and structural changes in cardiomyocytes [1]. These include the presence of circulating depressant factors, such as endotoxin and nitric oxide [2], pro-inflammatory cytokines [3], myocyte cell death, abnormal cardiac energetics [4, 5], alterations in adrenergic signalling and intra-cellular calcium cycling, impaired electromechanical coupling and mitochondrial dysfunction [6].

The adrenergic system plays a key role in sepsis, and β-adrenergic modulation as a therapeutic intervention needs to be properly understood [7, 8]. β-blockers showed promising results when the treatment was started before the septic insult or after haemodynamic stabilisation [9–11]. In patients with septic shock, the β-blocker esmolol reduced the heart rate, increased the stroke volume and reduced the need for norepinephrine [10]. In experimental models of sepsis, a selective β1-blocker efficiently improved both cardiac and vascular functions and down-regulated inflammatory pathways [12–16]. Differences in transcripts in the β-adrenergic signalling, calcium cycling pathways and impaired electromechanical coupling were linked with an unfavourable outcome [17]. Regarding gene expression, to our knowledge, no large-scale studies have been conducted on the effect of a selective β1-blocker in experimental models of sepsis.

There is increasing evidence of sex-related differences in the cardiovascular system [18, 19], in the response to β-blockers [20, 21] and in the host response to an inflammatory insult [22–25]. In experimental models of sepsis, cardiac performance was more impaired in males as compared with that in females [25, 26]. Male mice exhibited dysregulation of myocardial calcium transporters, in particular the sarcoplasmic reticulum calcium ATPase (SERCA) [27, 28] and female mice developed cardiac dysfunction as a result of cyclic guanosine monophosphate-mediated depression of myofilament function [29].

In our recent study, we showed for the first time sex-related disparities in the response to the β-blocker landiolol in rats with sepsis-induced myocardial dysfunction [26]. This data showed that landiolol improved the in vivo cardiac performance in male rats exposed to cecal ligation and puncture (CLP), whereas it induced deleterious effects in female rats. We confirmed the presence of sex-related differences in inflammatory response, calcium signalling and apoptosis pathways during sepsis [26].

This data raised the question of the origin of sex-related phenotypic differences during sepsis and in response to landiolol. To answer these questions, we conducted a transcriptional study in the septic male and female rat hearts and investigated the biological processes reversed by landiolol infusion.

## Material and methods

### Animals

Male and female Wistar rats aged 9–12 weeks were reused from a recent study [26]. All animal procedures were approved by the Institutional Animal Care Committee of Aix-Marseille University (APAFIS number: 3746-201601221813985). This allowed us to correlate the results of the transcriptomic analysis in this study with the in vivo findings obtained in our earlier study on the cardiac status performance. In addition, it reduced the number of animals used for experimentation [26].

### Experimental protocol

The experimental procedure was described earlier [26]. Briefly, 1 h after CLP, the animals were randomized to receive landiolol (AOP Orphan, Vienna, Austria), diluted in n-saline that did not contain antibiotics and infused at 0.1 mg kg^−1^ min^−1^, or n-saline (10 ml kg^−1^ h^−1^). The infusion volume was similar in all the groups. Buprenorphine (0.05 mg kg^−1^) was used for pain control before surgical procedure. The 43 animals were distributed into six groups: a sham group (males, *n* = 6; females, *n* = 7), a CLP group (males, *n* = 8; females, *n* = 8) and a CLP plus landiolol group (males, *n* = 7; females, *n* = 7). No animals died prematurely from sepsis. At hour 18, in vivo cardiac magnetic resonance imagings (MRIs) were performed followed by ex vivo cardiac function measurement using Langendorff isolated heart preparation. At hour 20, animals were sacrificed and the hearts were frozen. The left ventricle tissues were used for RNA preparation. Three hearts (two CLP male and one sham female) were not frozen due to handling problems. Eight RNA samples were discarded because of their insufficient quality (low RNA integrity number (RIN)) or quantity. Quantification of gene expression was performed on 32 RNA samples from the sham (males, *n* = 5; females, *n* = 5), CLP (males, *n* = 5; females, *n* = 5) and CLP plus landiolol (males, *n* = 6; females, *n* = 6) groups.

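Each of the 32 RNA samples was hybridised to an array of its own, so a rat, a left ventricle and an array are the same replicate in what follows. CLP (cecal ligation and puncture) is a surgical model of abdominal sepsis, and landiolol is a short-acting blocker of the β1-adrenergic receptor given here by infusion to septic rats. The arrays carried 62976 spots, of which 58717 were not controls and held 45598 different probes, 43279 of them on a single spot, 969 on 2 spots and 1350 on 10 spots. The arrays lay on 4 slides, 2 with male and 2 with female samples, and every group was split over both slides of its sex. Sex therefore goes together with the slide, and differences between the levels of males and females cannot be told apart from it. One protocol of the scanner software was used for the male arrays and the second female slide, and another for the first female slide. Male slides held 2 and 3 sham arrays, 3 and 2 CLP arrays, and 3 and 3 CLP plus landiolol arrays. Female slides held 3 and 2 sham arrays, 2 and 3 CLP arrays, and 3 and 3 CLP plus landiolol arrays. The 5 female sham arrays all lay in row 1 of their slides and the 6 female CLP plus landiolol arrays all in row 2, whereas the female CLP arrays lay 3 in row 1 and 2 in row 2. Brightness of an array was taken from the spots that the scanner software marked as well above background. Their number ranged from 37254 to 43155 (median 39526) in the male sham group, from 37452 to 38336 (median 37952) in the male CLP group and from 34920 to 39751 (median 38005.5) in the male CLP plus landiolol group. In females it ranged from 36856 to 38705 (median 38193) in the sham group, from 36151 to 38579 (median 38061) in the CLP group and from 36332 to 38159 (median 37174) in the CLP plus landiolol group. No spot was saturated on any array. The median processed signal of an array lay between 49.2, in a male of the CLP plus landiolol group, and 158, in a male of the sham group. With 5 or 6 arrays per group, the number of arrays limits the precision of every comparison. Xist, which is transcribed from the inactive X chromosome, was well above background on all 16 female arrays and on 0 of the 16 male arrays, and the Y-linked gene Kdm5d showed the opposite, with 16 male and 0 female arrays.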

### RNA preparation

Total RNA was isolated from the left ventricle using TRIzol reagent according to the manufacturer’s instructions (Invitrogen, California). The concentration of RNA was determined by reading the absorbance at 260 nm using a NanoDrop (ND-1000, Thermo Fischer Scientific, MA, USA). The ratio of A260/280 in all the RNA samples ranged from 1.8 to 2.0. The quality of RNA was confirmed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Germany) with Agilent RNA 6000 Nano Chips. Samples with a RIN higher than 8 were used in a microarray.

### Gene expression measurements

Gene expression was measured using a SurePrint G3 Rat GE8x60K Microarray Kit (Agilent Technologies, CA, USA) containing 62,976 oligonucleotide probes representing 30,003 genes. Total RNAs (200 ng) were labelled with cyanine 3-CTP using a Low RNA Input Linear Amplification Kit according to the manufacturer’s protocol (Agilent Technologies, CA, USA). For each reaction, the cRNA yield and specific activity of cRNA were determined using a NanoDrop ND-1000 spectrophotometer. Only the cRNAs with yields of > 0.9 μg and specific activities > 6.0 pmol of dye per microgram of cRNA were used for hybridisation. The labelled cRNAs were hybridised to microarray slides (eight arrays per slide) following the Agilent One-Color microarray-based gene expression analysis protocol (Agilent Technologies, CA, USA). The slides were scanned (8 × 60 k array slides at 3 μm resolution) using an Agilent DNA microarray scanner (G2505C) and colour setting of an Agilent G3_GX_1. The scanned images were analysed using Feature Extraction Software 10.5 (Agilent).

### Statistical analysis

Statistical evaluation determined that the number of rats required for in vivo experiments to show a 30% increase in SV by landiolol with a power and an alpha risk of 80% and 5%, respectively, was six per group. From the 6–8 animals per group tested in vivo, 5–6 hearts per group were selected as described in the above experimental protocol and used for gene expression quantification. No statistical evaluation was a priori performed but five biological replicates per group are empirically required for common designs [30]. In total, 32 raw data files (five arrays for the sham, five arrays for the CLP and six arrays for the CLP plus landiolol groups, for each sex) were obtained using the Agilent Feature Extraction Software. The raw intensity data were exported as a single Excel spread sheet, and the raw data was converted in log2. Quantile normalisation was then applied to correct for global intensity and dispersion, and an 80% filtering was used to keep only genes expressed over the background noise. This procedure generated 38,223 probes in males and 37,605 probes in females. 

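The authors deposited the scanner output of each array and a table of their log2, quantile-normalised values. In that table the filled spots were 38223 for males and 37605 for females, and they belonged to 25878 and 25406 different probes because replicate spots were listed separately. Across spots, the lowest Spearman correlation of a column of the table with the scanner values of its own array was 0.995, so a higher value meant a brighter spot. The column medians lay between 9.62 and 9.64 in males and between 9.70 and 9.71 in females, and whether an offset was added to them is not known. The values reported here were computed from the scanner output. The processed signal of each spot, background-subtracted and detrended within the array by the scanner software, was converted to log2, the replicate spots of a probe were averaged, and the arrays of a sex were quantile-normalised together. A probe was kept when it was well above background on at least 80% of the arrays of at least 1 group of that sex, which left 25866 probes in males and 25395 in females. Of these, 25864 and 25393 were also in the authors' table. Groups were compared with limma, a linear model with a moderated test, fitted to all 16 arrays of a sex, and p-values were adjusted by the Benjamini-Hochberg method over the probes kept. A gene was counted once when at least 1 of its probes passed. SAM, the test of the paper, was run as an alternative. Gene names differed between the male and the female files for 11067 probes, since the files carry different versions of the annotation, and the names of each sex's own files were used for counts within that sex. Coordinates are those of the 60-base probes in the files, on rat genome build rn4 as the file headers state, and the files do not say in which exon or untranslated region a probe lies. Levels are normalised log2 intensities, given as mean ± SD over the arrays of a group, and they cannot be compared between probes. On simulated unchanged data with 200 probes shifted by 1 on the log2 scale, limma recovered 43% of them for CLP vs sham and 60% for CLP plus landiolol vs CLP in males, and 34.5% and 54% in females. Shifts of 2 were recovered for 89% and 95% of the probes in males and for 86% and 91% in females, whereas shifts of 0.5 were recovered for 0% and 7% in males and for 0% and 0.5% in females. Small changes were thus mostly not recovered where 200 probes changed. In the data more probes were called for CLP vs sham, 2021 in males and 923 in females, which eases the adjusted threshold. The smallest changes called there were 0.346 in males and 0.472 in females, so the shares for CLP vs sham may be too low.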

All the microarray data files are accessible at NCBI’s Gene Expression Omnibus website (accession number: GSE125042). To detect significant variation in gene expression between groups (CLP group vs sham group and CLP plus landiolol group vs CLP group), the significance analysis of microarrays (SAM) method was used, with 10,000 permutations applied with a false discovery rate (FDR) of 1% or 5%. Hierarchical clustering of differentially expressed genes (DEGs) was achieved using the TM4 Microarray Software Suite V4.9 (http://mev.tm4.org) and average linkage clustering metrics. Pearson’s correlation was used to determine the distance. Venn diagrams were generated to quantify sex-related differences in common and specific DEGs in the various groups.

### Functional annotations

For biological interpretation of the gene expression data, enriched functional annotations for the up- and down-regulated genes were identified using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.7 (https://david.ncifcrf.gov). Biological processes, cellular components and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were considered significantly enriched when P-Benjamini < 0.05. The KEGG pathways (http://www.genome.jp/kegg/) were also used when no significant biological processes were found in DAVID. Cytoscape was used to design the gene network of CLP genes whose expression was reversed after landiolol administration (http://www.cytoscape.org).

## Results

### Sex-related differential expression of genes in the CLP group and CLP plus landiolol group

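In males, limma compared 25866 probes of 20663 genes between 5 CLP arrays and 5 sham arrays at an FDR of 1%. It called 2021 probes, which belonged to 1809 genes, 879 of them higher and 930 lower in the CLP group. The median size of the change among the called probes was 1.09 on the log2 scale. For 3178 probes, or 12.3%, every array of a group lay above every array of the other, against 0.794% by chance alone (smallest two-sided exact permutation p for 5 against 5 arrays, 0.00794). The called probes went the same way on each of the 2 male slides, although they had been picked on all arrays. The count moved most when the FDR was set to 5%, which gave 3637 genes. It was 1179 genes without replicate 4 of the CLP group. The largest rises among genes with separate groups were those of Saal1, Wfdc21 and Cxcl13. Saal1 (probe A_44_P1160973, chromosome 1 from 97248442 to 97248501) rose from 5.25 ± 0.65 in the sham group (SD, n = 5) to 14.42 ± 0.63 in the CLP group (n = 5), a log2 fold change of 9.17 with a standard error of 0.37 (adjusted p = 1.32e-09, limma). Wfdc21 (chromosome 10 from 71975686 to 71975745) was not well above background on any sham array, so only a bound can be given, computed against the dimmest probe well above background on each of those arrays. It was at least 35.4-fold higher in the CLP group (adjusted p = 2.45e-09, limma). Cxcl13 rose by 5.62 on the log2 scale (standard error 0.46, adjusted p = 2.73e-06). The largest falls were those of Nmrk2, C2cd4a and Iqsec3. Nmrk2 (probe A_44_P685364, chromosome 7 from 10001669 to 10001728) went from 10.19 ± 0.60 to 5.70 ± 0.56, a log2 fold change of -4.50 (standard error 0.38, adjusted p = 3.47e-06). C2cd4a changed by -4.29 (standard error 0.82, adjusted p = 0.00229). Iqsec3 changed by -3.75 (standard error 0.46, adjusted p = 7.66e-05) and was well above background on only 2 of the 5 CLP arrays.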

In the males, the comparison of DEGs in the sham and CLP groups revealed 2850 DEGs (1259 up-regulated genes and 1591 down-regulated genes). In the females, only 1267 DEGs were found (506 up-regulated genes and 761 down-regulated genes). 

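The same comparison in females covered 25395 probes of 17976 genes. At an FDR of 1%, 923 probes of 789 genes were called, 403 genes higher and 386 lower in the CLP group, with a median change of 1.30 on the log2 scale among the called probes. The groups did not overlap for 2113 probes, or 8.34%, against 0.794% by chance. Called probes kept their direction on each female slide, although they had been picked on all arrays. With the FDR at 5% the count was 1968 genes. Leaving out replicate 1 of the sham group gave 517 genes and leaving out its replicate 5 gave 524. A fit with the row of the slide as a term, chosen after seeing the data, gave 295 genes. The sham arrays were confined to row 1, so this term takes up part of the comparison. Reg3b (probe A_44_P271658, chromosome 4 from 112357807 to 112358789) rose from 7.45 ± 1.33 in the female sham group (SD, n = 5) to 14.59 ± 1.55 in the CLP group (n = 5), a log2 fold change of 7.14 with a standard error of 1.09 (adjusted p = 0.000833, limma). Saal1 rose by 7.07 (standard error 0.60, adjusted p = 1.68e-05), and Gal (chromosome 1 from 205936430 to 205936489) by 5.88 (standard error 0.92, adjusted p = 0.000955). The largest falls were in genes that interferon induces. Cxcl9 (probe A_44_P1043157, chromosome 14 from 17288831 to 17288890) went from 13.15 ± 1.14 to 6.89 ± 0.81, a change of -6.27 (standard error 0.54, adjusted p = 1.68e-05). Its neighbour Cxcl10 changed by -5.08 (standard error 0.44, adjusted p = 1.68e-05) and Ubd by -5.61 (standard error 0.75, adjusted p = 0.000314). In males Cxcl9 fell by 2.72 (adjusted p = 0.00548) and Cxcl10 fell by 2.66 (adjusted p = 0.00892), whereas Ubd, which fell by 2.74, did not pass (adjusted p = 0.0793). The male and female changes of Cxcl9 differed by 3.60 (standard error 0.83, adjusted p = 0.848 from the limma interaction term).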

Males and females shared 803 DEGs, including 328 up-regulated genes (26% of male genes and 64% of female genes) and 475 down-regulated genes (30% of male genes and 62% of female genes) (Fig. 1a).

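By the calls made here, males and females shared 466 genes after CLP, 268 higher and 198 lower in both sexes, and 0 genes were called in opposite directions. The shared genes were 30.5% of the higher and 21.3% of the lower genes of males, and 66.5% of the higher and 51.3% of the lower genes of females. Names were matched as written in the files of each sex. When each probe carried a single name in both sexes, a setting chosen after seeing the data, 540 genes were shared, 304 of them higher and 236 lower. Fitting only the 2 groups compared gave 270 shared genes, and an FDR of 5% gave 1220. Among the 1943 probes called in males and kept in both sexes, 99.1% changed the same way in females, and among the 912 probes called in females 99.8% changed the same way in males. The share of same-sign probes was 76.4% over all 24769 probes kept in both sexes.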

**Fig. 1:**
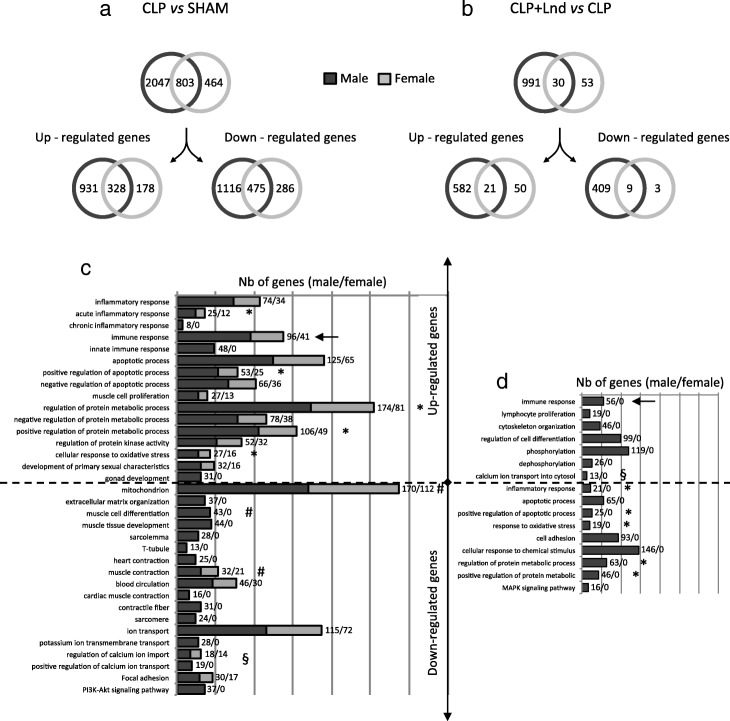
Differentially expressed genes (DEG) in male and female hearts after cecal ligation and puncture and landiolol. DEG were obtained after 2-class significance analysis of microarrays (SAM) 2 classes in TMeV, 10,000 permutations with an FDR < 0.01 for CLP vs sham (**a**) and with an FDR < 0.05 for CLP plus landiolol vs CLP groups (**b**). **a**, **b** Venn diagrams show the total number of DEG and the number of genes significantly up- and down-regulated in CLP (**a**) and CLP plus landiolol groups (**b**). The number of specific genes in females is very low compared to males. **c**, **d** A gene ontology analysis realised with the DAVID Database is reported on graphs in which the most significant biological process (BP)-GO terms for up- and down-regulated genes are indicated for CLP vs sham groups (**c**) and for CLP plus landiolol vs CLP groups (**b**). For all the processes, the number of genes deregulated in males is much greater than in females. Note the total absence of significant biological processes for females after landiolol infusion in (**d**). (*) indicates over-expressed biological processes during CLP that were reversed by landiolol. (§) indicates under-expressed biological processes during CLP that were reversed by landiolol. (#) indicates under-expressed biological processes related to cardiac activity and cardiomyocyte function that were affected during CLP and were not restored by landiolol. (←) shows that the immune response is over-expressed during sepsis and potentiated by landiolol. (*N* = 5–6 per group). *CLP* cecal ligation and puncture, *CLP* + *Lnd* CLP plus landiolol, *Nb of genes* number of genes

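By the calls made here, 323 genes were called after CLP in females alone and 1343 in males alone. After landiolol the numbers were 10 in females alone and 358 in males alone. Of the 311 probes called in females alone after CLP, 99.4% changed in the same direction in males, with a median size of 1.21 on the log2 scale in females and 0.77 in males.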

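In males, the 6 arrays of the CLP plus landiolol group were compared with the 5 arrays of the CLP group at an FDR of 5%. Limma called 404 probes of 368 genes, 198 higher and 170 lower after landiolol, with a median change of 0.98 on the log2 scale among the called probes. In females, 24 probes of 20 genes were called, 11 genes higher and 9 lower, with a median change of 1.30. At an unadjusted p of 0.05, 3827 of the male and 2372 of the female probes passed. The groups did not overlap for 585 probes in males, or 2.26%, and for 292 probes in females, or 1.15%, against 0.433% by chance (smallest two-sided exact permutation p for 6 against 5 arrays, 0.00433). Called probes kept their direction on each slide in both sexes, but they had been picked on all arrays, so this is no separate test. SAM called 957 genes in males and 66 in females, and limma at an FDR of 1% called 81 and 0. Both counts depended on single arrays. Without replicate 1 of the male CLP group 966 genes were called, and without its replicates 3, 4 and 5 the count was 153, 115 and 230. Without replicates 1, 2, 3 and 6 of the male CLP plus landiolol group it was 228, 174, 216 and 203. In females, 111 genes were called without replicate 5 of the CLP group and 9, 1, 0 and 0 without its replicates 1, 2, 3 and 4. Without replicates 1, 2, 4, 5 and 6 of the female CLP plus landiolol group the count was 0, 0, 3, 0 and 1. With the row of the slide as a term, a setting chosen after seeing the data, 0 genes were called in females. Males and females shared 10 of the called genes, 4 higher and 6 lower in both sexes. In males, Cyp2e1 (probe A_44_P409232, chromosome 1 from 200927736 to 200927795) went from 8.40 ± 0.89 in the CLP group (SD, n = 5) to 11.29 ± 0.37 in the CLP plus landiolol group (n = 6) (standard error of the difference 0.39, adjusted p = 0.00309, limma). Nmrk2 rose by 1.82 after landiolol (standard error 0.36, adjusted p = 0.0213), a call that was lost without replicates 3 or 4 of the CLP group or 2 of the CLP plus landiolol group, and Epn3 by 1.69 (standard error 0.31, adjusted p = 0.0123). Tgm1 (chromosome 15 from 33846599 to 33846658) went from 12.43 ± 0.86 to 8.83 ± 0.74, a change of -3.60 (standard error 0.54, adjusted p = 0.00484). Wnt9b was well above background on all 5 CLP arrays and on 0 of the 6 CLP plus landiolol arrays, a fall of at least 3.42-fold (adjusted p = 0.0064), and Tmem119 changed by -2.50 (standard error 0.46, adjusted p = 0.014).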

In the CLP plus landiolol group, 1021 DEGs and 83 DEGs were differently regulated in males and females, representing 603 and 71 up-regulated genes and 418 and 12 down-regulated genes (Fig. 1b). 

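Of the genes called after landiolol, 53.8% were higher in males and 55% in females, the latter from 20 genes. Over the alternatives set before the data were examined, the share among females ran from 0% to 69.7%. The former came from the 1 gene called when only the 2 groups compared were fitted, the latter from SAM. The share was 16.7% with the arrays scaled to their 75th percentile and 33.3% with both sexes normalised together. In females, the largest rises among genes with separate groups were those of Asb18, Akr1c3 and Actr3b. Asb18 (chromosome 9 from 89056522 to 89056581) rose by 2.21 on the log2 scale (standard error 0.37, adjusted p = 0.0468, limma). Akr1c3 was not well above background on any CLP array and was at least 3.45-fold higher after landiolol (adjusted p = 0.0499), and Actr3b rose by 1.23 (standard error 0.22, adjusted p = 0.0499). The largest falls were those of Ttc27, which changed by -1.82 (standard error 0.29, adjusted p = 0.0323), Cntnap1, with -1.71 (standard error 0.28, adjusted p = 0.0461), and Ippk, with -1.31 (standard error 0.23, adjusted p = 0.0499). Each of these 6 calls was lost in 8 or 9 of the 11 fits without a single array, among them those without replicates 2, 3 or 4 of the CLP group and those without replicates 1, 2, 4, 5 or 6 of the CLP plus landiolol group. Asb18, Actr3b, Ttc27, Cntnap1 and Ippk changed the same way in males and were called there too, with log2 fold changes of 2.10 (adjusted p = 0.0312), 1.15 (adjusted p = 0.0127), -1.76 (adjusted p = 0.000534), -1.90 (adjusted p = 0.000564) and -0.91 (adjusted p = 0.0295).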

Further, 60 and 86% of DEGs were up-regulated in males and females, respectively. The lists of DEGs are shown in the Additional file 1.

To assess CLP-related functional annotations, we used biological processes, gene ontology terms and KEGG pathways using the DAVID database for the 2850 and the 1267 DEGs from males and females, respectively. 

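Processes were followed here through lists of genes chosen by symbol rather than through gene ontology terms, which were not used. There were 36 lists, tested with limma's camera (preset correlation between genes of 0.01) on 1 probe per gene, with Benjamini-Hochberg adjustment over the lists of a comparison and an FDR of 5%. Camera called 50 of the changes tested over all lists and comparisons, against 25 with fry, a rotation test that estimates the correlation between genes, and fry called 0 lists for CLP plus landiolol vs CLP and for the differences between the sexes. In the male CLP group, the 4 genes of the neutrophil list were all higher (median log2 fold change 3.34, adjusted p = 0.000115, camera) and so were 11 of 13 genes of the macrophage and monocyte list (median 0.52, adjusted p = 0.000258). The JAK/STAT list had 24 of 34 genes higher (median 0.37, adjusted p = 0.00162) and the glucocorticoid response list 13 of 16 (median 0.72, adjusted p = 8.49e-05). For oxidative stress, 14 of 19 genes were higher (median 0.17, adjusted p = 0.00437). The genes of the cytosolic ribosome were higher in 78 of 80 cases, with a small median of 0.19 (adjusted p = 4.57e-09), and those of the proteasome in 31 of 38 (median 0.21, adjusted p = 0.00729), a call that was lost with the authors' own table of values (adjusted p = 0.0738). These 7 lists were also called by fry in males. The apoptosis list went both ways, with 13 genes higher and 14 lower (median -0.02, adjusted p = 0.482), while its mean per array rose by 0.08 (exact permutation p = 0.421). Immune genes did not all rise. The 6 genes of the MHC class II and invariant chain list were all lower in the male CLP group (median -0.94, adjusted p = 1.02e-05), as were the 22 interferon response genes (median -0.94, adjusted p = 9.86e-06). The 27 chemokine genes had 8 higher and 19 lower (median -0.28, adjusted p = 0.207).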

For up-regulated genes, the most significant biological processes were associated with inflammatory and immune responses, apoptosis, metabolism, oxidative stress, muscle cell proliferation, protein kinase activity and the development of primary sexual features. 

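For the mitochondrion, 79 of 84 genes of the respiratory chain were lower in the male CLP group (median log2 fold change -0.22, adjusted p = 1.95e-06, camera), and so were 66 of 74 genes of the mitochondrial ribosome (median -0.19, adjusted p = 0.000192). In females the medians were -0.24 (80 of 85 genes lower, adjusted p = 5.98e-07) and -0.18 (58 of 74 lower, adjusted p = 0.00184). Fatty acid oxidation genes were lower in 18 of 24 cases in males (median -0.15, adjusted p = 0.0686) and in 16 of 24 in females (median -0.16, adjusted p = 0.0417). The sarcomere list, with genes of the contractile proteins, had 20 of 30 genes lower in males (median -0.13, adjusted p = 0.548) and 15 of 30 in females (median -0.01, adjusted p = 0.901). Potassium channel genes were lower in 33 of 45 cases in males (median -0.41, adjusted p = 0.0199) and in 26 of 40 in females (median -0.23, adjusted p = 0.172). The mean of this list per array changed by -0.30 in males and by -0.18 in females (exact permutation p = 0.00794 in both, the smallest that 5 against 5 arrays allow, adjusted p = 0.019 and 0.0476 over the 36 lists). The difference between the sexes was itself tested and did not pass (adjusted p = 0.148 by camera and 0.888 by permutation). Calcium handling genes went both ways in males, 9 higher and 11 lower (median -0.08, adjusted p = 0.0985 by camera and 0.00127 by fry), and 14 of 20 were lower in females (median -0.21, adjusted p = 0.126 by camera and 0.0107 by fry). Their mean per array changed by -0.30 in males and by -0.24 in females, with the same permutation p and adjusted p as the potassium channels. The means of the respiratory chain, -0.24 in males and -0.25 in females, did not pass (adjusted permutation p = 0.0857 and 0.102). The PI3K/AKT list had 15 genes higher and 15 lower in males (median 0.01, adjusted p = 0.482), while the mean of the list per array rose by 0.11 (exact permutation p = 0.00794, adjusted p = 0.019). With fry, the respiratory chain passed in both sexes (adjusted p = 0.0129 and 0.0266), the mitochondrial ribosome in males (0.0174) and not in females (0.0778), and the potassium channels in males (0.000972) and not in females (0.0778).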

For down-regulated genes, the biological processes were related to mitochondrion, muscular cell organisation (organelles, myocyte membrane and contractile proteins), muscle contraction, blood circulation, ionic transport and phosphoinositide-3-kinase/AKT (PI3K/AKT) signalling pathway. These changes in gene expression were predominantly found in males (Fig. 1c, Additional file 3: Table S1). For example, in the male CLP group, the transcript levels of the Janus kinase/signal transducer and activator of transcription (JAK/STAT) pathway interleukin (IL) 10, IL6R, JAK, STAT and cyclin-dependent kinase inhibitor 1A (p21) were increased, while CycD (CCND1) and B cell CLL/Lymphoma 2 (BCL2) were decreased. 

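Whether a change differed between males and females was tested with an interaction term on all 32 arrays, normalised together, for 26492 probes. At an FDR of 5%, 0 probes were called for CLP vs sham, where 995 passed an unadjusted p of 0.05 and the smallest adjusted p was 0.848. With the authors' own table of values, 10 genes were called, and 1 was called without replicate 4 of the female sham group. On simulated data of the 24769 probes kept in both sexes, the limma interaction term recovered 35% of 200 probes that differed by 1 on the log2 scale between the sexes and 80% of those that differed by 2. If the 1943 changes called in males had been absent in females, it would have recovered 55.0% of them. Across these probes, the male and female log2 fold changes after CLP had a Pearson r of 0.78. This r is across probes, which are not independent replicates, and it was 0.61 without the filter on dim probes. The 1342 probes called in males alone had a median change of 0.96 in males and of 0.65 in the same direction in females, and 98.7% of them had the same sign in both sexes. For the JAK/STAT list, the median difference between the male and the female change was 0.21 (adjusted p = 0.00418 by camera and 0.344 by fry).

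**Figure D1:**
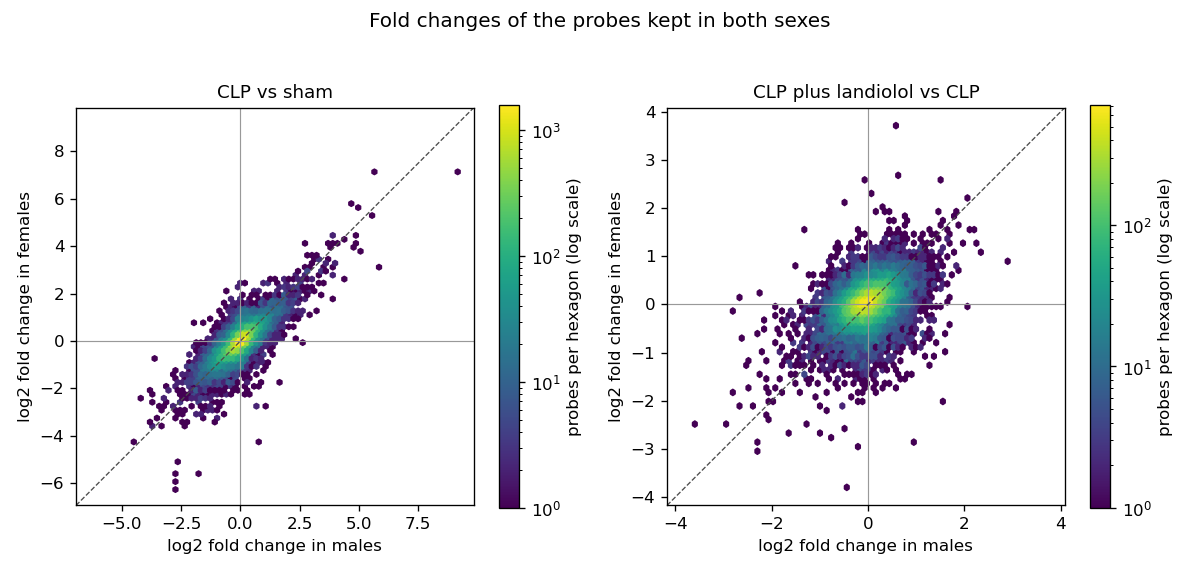
Log2 fold changes of 24769 probes in males (x axis) and females (y axis), for CLP vs sham on the left and CLP plus landiolol vs CLP on the right. The colour gives the number of probes in each hexagon on a log scale and the dashed line marks equal change in both sexes. Over these probes r was 0.78 after CLP and 0.41 after landiolol, and corrected for the error of the fold changes the estimates were 1.05 and 1.02, both just over the limit of 1.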

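Il10 (probe A_64_P122382, chromosome 13 from 43957707 to 43957766) was well above background on 1 of 5 male sham arrays and on 4 of 5 CLP arrays. It went from 2.77 ± 0.95 (SD, n = 5) to 6.14 ± 1.23 (n = 5), a log2 fold change of 3.36 with a standard error of 0.66 (adjusted p = 0.00269, limma). The sham level was thus mostly background, so the size of this change is uncertain. The call was lost with limma under normexp correction, with the raw mean signal and with the authors' own table, and no probe of Il10 passed the filter over all arrays. SAM on the authors' table called it. Il6r (probe A_42_P772157, chromosome 2 from 182078323 to 182078382) rose from 7.91 ± 0.38 to 9.47 ± 0.45, by 1.56 (standard error 0.22, adjusted p = 0.000226). Of the Janus kinases, Jak2 (chromosome 1 from 232974483 to 232974542) rose from 8.77 ± 0.52 to 10.79 ± 0.43, by 2.03 (standard error 0.27, adjusted p = 0.000151). Jak3 rose by 0.79 (standard error 0.22, adjusted p = 0.0209), which missed the FDR of 1%, and Jak1 and Tyk2 changed by 0.05 (adjusted p = 0.808) and -0.22 (adjusted p = 0.417). Stat3 (probe A_44_P787936, chromosome 10 from 89821145 to 89821204) rose from 11.62 ± 0.19 to 13.22 ± 0.38, by 1.59 (standard error 0.17, adjusted p = 3.11e-05). For p21, the gene Cdkn1a was measured by 2 probes. The brighter (chromosome 20 from 7386596 to 7386655) went from 14.50 ± 0.39 to 14.92 ± 0.29, by 0.42 (standard error 0.19, adjusted p = 0.149), and the dimmer by 0.82 (standard error 0.23, adjusted p = 0.0264). Ccnd1 (probe A_44_P1089636, chromosome 1 from 205357553 to 205357612) fell from 10.15 ± 0.17 to 7.69 ± 0.26, a change of -2.47 (standard error 0.24, adjusted p = 1.37e-05), and its other probe was called the same way. Bcl2 (probe A_64_P005952, chromosome 13 from 12730740 to 12730799) went from 8.21 ± 0.33 to 7.62 ± 0.27, a change of -0.58 (standard error 0.20, adjusted p = 0.059). Over the 48 genes that the paper names, 24 were called in males over all probes tested and 28 when adjusted over the list alone. The paper chose these genes on the same arrays, so the latter number is not independent evidence.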

In the CLP female group, IL10, p21 and BCL2 were not regulated (Additional file 1).

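In females, Il10 was not well above background on any sham array (2.36 ± 0.34, SD, n = 5) and was so on 4 of 5 CLP arrays (4.88 ± 0.77, n = 5). It was at least 2.82-fold higher in the CLP group (adjusted p = 0.00122, limma), a call that was lost in 6 of the 20 settings tried. Cdkn1a changed by 0.26 (standard error 0.19, adjusted p = 0.477) on its brighter probe. Bcl2 went from 8.72 ± 0.23 to 7.94 ± 0.76, a change of -0.78 (standard error 0.29, adjusted p = 0.114). Without replicate 5 of the CLP group, the change of Bcl2 was -1.07 (adjusted p = 0.00931). The change of Bcl2 was thus larger in females than in males on average, with a difference of 0.20 that was within the error (standard error 0.36, adjusted p = 1). Il6r rose by 1.18 (standard error 0.33, adjusted p = 0.0358), Jak2 by 1.22 (standard error 0.35, adjusted p = 0.0382) and Stat3 by 1.06 (standard error 0.18, adjusted p = 0.00157). Ccnd1 changed by -2.23 in females (standard error 0.33, adjusted p = 0.000587). The JAK/STAT list had 20 of 33 genes higher in females (median 0.19, adjusted p = 0.131, camera).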

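In males, camera called 4 lists for CLP plus landiolol vs CLP, of which fry called 0. Oxidative stress genes were lower in 15 of 19 cases after landiolol (median log2 fold change -0.23, adjusted p = 0.00354, camera). Their mean change per array was tested with an exact permutation test of 6 against 5 arrays and gave -0.37 (p = 0.0216, adjusted p = 0.39 over the 36 lists). Heat shock genes were lower in 10 of 11 cases (median -0.38, adjusted p = 0.00992), which changed to a median of -0.10 (adjusted p = 0.231) without replicate 5 of the CLP group. JAK/STAT genes had 15 higher and 19 lower (median -0.03, adjusted p = 0.495), and the glucocorticoid response genes 7 higher and 9 lower (median -0.10, adjusted p = 0.376). The apoptosis list had 16 genes higher and 11 lower (median 0.13, adjusted p = 0.8), and the hypoxia and glycolysis list 6 higher and 9 lower (median -0.05, adjusted p = 0.561).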

In males, landiolol down-regulated genes of the biological processes were related to up-regulated genes of the inflammatory response, apoptosis, metabolism and oxidative stress. In contrast, immunity-related signalling further increased after landiolol. 

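In males, 8 genes that were called higher after CLP were called higher again after landiolol, and 0 genes were called lower in both comparisons. The interferon response list rose after landiolol in 21 of 22 genes (median log2 fold change 0.70, adjusted p = 6.27e-06, camera). Its mean per array went from 9.84 ± 0.29 in the CLP group (SD, n = 5) to 10.51 ± 0.31 in the CLP plus landiolol group (n = 6), a difference of 0.66 (two-sided exact permutation test, p = 0.00433, the smallest that 6 against 5 arrays allow, adjusted p = 0.156 over the 36 lists). It was 0.90 on the first male slide and 0.43 on the second. These genes had fallen after CLP, from 10.86 ± 0.65 in the sham group, so they rose toward the sham level. The T and B lymphocyte list had 6 of 8 genes higher after landiolol (median 0.18, adjusted p = 0.306), the chemokine list 17 of 27 (median 0.19, adjusted p = 0.384), the interleukin and receptor list 21 of 41 (median 0.03, adjusted p = 0.987) and the MHC class II list 4 of 6 (median 0.10, adjusted p = 0.8). Cxcl13 rose by a further 1.28 after landiolol (standard error 0.44, adjusted p = 0.173, limma).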

Genes associated with other biological processes (i.e. ionic transport, cell differentiation and cytoskeleton organisation), which were down-regulated in the male CLP group, were up-regulated after landiolol. 

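Potassium channel genes were higher in 29 of 45 cases after landiolol in males, with a median of 0.05 (adjusted p = 0.467, camera). Calcium channel genes had 7 higher and 6 lower (median 0.05, adjusted p = 0.987). Collagen genes, which had been lower after CLP, were higher in 24 of 32 cases (median 0.30, adjusted p = 0.0106 by camera and 0.381 by fry), and the fibroblast list in 9 of 12 (median 0.40, adjusted p = 0.36). The sarcomere list had 19 genes higher and 11 lower (median 0.03, adjusted p = 0.612). Of single genes, Kcnn1 (probe A_44_P1113659, chromosome 16 from 19104889 to 19104948), which encodes a potassium channel, went from 6.94 ± 0.10 in the sham group (SD, n = 5) to 6.27 ± 0.23 in the CLP group (n = 5) and 7.02 ± 0.19 in the CLP plus landiolol group (n = 6). Its log2 fold changes were -0.68 (adjusted p = 0.00182, limma) and 0.75 (adjusted p = 0.00644).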

Due to the low number of DEGs in the female rats, neither up- nor down-regulated genes were associated with significant biological processes (Fig. 1d, Additional file 3: Table S2).

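In females, camera called 4 lists after landiolol and fry called 0. Heat shock genes were lower in 11 of 11 cases (median log2 fold change -0.31, adjusted p = 3.73e-05, camera) and interferon response genes in 21 of 22 (median -0.37, adjusted p = 0.000424). The latter changed to a median of -0.12 (adjusted p = 0.128) without replicate 2 of the CLP group. Its mean per array was 10.49 ± 0.68 in the CLP group (SD, n = 5) and 10.06 ± 0.21 in the CLP plus landiolol group (n = 6; exact permutation test, p = 0.186). The erythroid list was lower in 6 of 6 genes (median -1.44, adjusted p = 0.00557) and changed to -0.54 (adjusted p = 0.225) without replicate 4 of the CLP group, whose haemoglobin signal was the highest of the 32 arrays. For oxidative stress, 11 of 18 genes were lower (median -0.13, adjusted p = 0.166).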

### DEGs in the CLP group with reverted expression in the CLP plus landiolol group

To better understand the mechanisms resulting in cardiac performance improvement with landiolol, we assessed genes with a V-form expression, meaning that genes up- or down-regulated in sepsis compared to sham were back-regulated after landiolol administration.

In the male CLP group, 1259 genes were up-regulated. Landiolol down-regulated 418 genes. 

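By the calls made here, 879 genes were higher in the male CLP group and 170 were lower after landiolol. The CLP arrays enter both comparisons, so a chance high or low value in that group moves a gene in opposite directions in them. To see how much this adds, arrays of all groups were simulated 100 times from the fitted levels and spread of each male probe, with the same level in the CLP and the CLP plus landiolol groups. Among probes called after CLP, between 63.5% and 69.3% then changed in opposite directions in the 2 comparisons, whereas 86.5% did so in the data. In females the simulated shares were 65.2% to 74.7% and the observed share was 66.6%. The simulations took each probe by itself, so array differences that many probes share are not in them and cannot be excluded by them.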

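In males, 117 genes were called higher after CLP and lower after landiolol, which was 13.3% of the genes higher after CLP and 68.8% of those lower after landiolol. In the 100 simulations without an effect of landiolol, at most 1 gene had this form. The median rise after CLP of these genes was 1.51 on the log2 scale and their median distance from sham after landiolol 0.34, so that a median of 24.5% of the change after CLP was left. These genes were picked for this form. On the genes called after CLP in females, higher and lower together, the male CLP plus landiolol arrays lay at 0.687 ± 0.0492 (SD, n = 6) on a scale from the male sham group (0) to the male CLP group (1). Compared with sham, 16 of the 117 genes were still called after landiolol at an FDR of 1% and the others were not. The count was 202 with SAM and 357 with array weights, the setting that moved it most. With the day read from the sample names in the fit it was 53. It depended on single arrays. Without replicates 1, 3, 4 and 5 of the CLP group it was 300, 47, 42 and 67, and without replicates 2, 3 and 6 of the CLP plus landiolol group 67, 73 and 64. Ttc27 (probe A_64_P098319, chromosome 6 from 20489854 to 20489913) went from 9.56 ± 0.23 in the sham group (SD, n = 5) to 11.92 ± 0.49 in the CLP group (n = 5) and 10.16 ± 0.16 in the CLP plus landiolol group (n = 6), and it kept this form in females.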

A V form was found for 226 genes (Additional file 2). For an overview of their biological activities, significant biological processes were identified and an integrative network was generated using Cytoscape (Fig. 2a). Landiolol reversed genes associated with inflammation, oxidative stress, oxygen-containing compound, and lipopolysaccharide responses, phosphorus metabolic and apoptotic processes, cell death and migration. For example, genes associated with the JAK/STAT pathway, IL6R and STAT, with the PI3K/AKT and focal adhesion pathways, fibroblast growth factor 2 (FGF2) and nuclear factor kappa B subunit 1 (NFκB1), and with the mitogen-activated protein kinase (MAPK) and tumour necrosis factor-α (TNF-α) pathways, cyclic adenosine monophosphate (cAMP) responsive element modulator and MAPK14, were back-regulated by landiolol infusion (Fig. 2a). 

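Il6r went from 9.47 ± 0.45 in the male CLP group (SD, n = 5) to 8.09 ± 0.24 in the CLP plus landiolol group (n = 6), a log2 fold change of -1.38 with a standard error of 0.21 (adjusted p = 0.00484, limma), and did not differ from sham after landiolol (0.18, adjusted p = 0.652). Stat3 changed by -0.82 (standard error 0.17, adjusted p = 0.0235) to 12.40 ± 0.23 and stayed 0.78 above sham (adjusted p = 0.0071). Its call was lost when only the 2 groups compared were fitted (adjusted p = 0.0705) and without replicates 3, 4 or 5 of the CLP group (adjusted p = 0.075, 0.0808 and 0.0606) or 2, 3 or 6 of the CLP plus landiolol group (adjusted p = 0.0564, 0.0523 and 0.0532). Fgf2 (probe A_44_P212850, chromosome 2 from 123946945 to 123947004) went from 7.12 ± 0.22 in the sham group to 9.46 ± 0.39 and 8.44 ± 0.34. Its log2 fold changes were 2.34 after CLP (standard error 0.20, adjusted p = 4.02e-06) and -1.02 after landiolol (standard error 0.19, adjusted p = 0.0157), and it stayed 1.32 above sham (adjusted p = 0.000498). Without replicates 3 or 4 of the CLP group its landiolol change was not called (adjusted p = 0.0507 and 0.0615). Nfkb1 (probe A_44_P494130, chromosome 2 from 233091704 to 233091763) changed by 0.33 after CLP (standard error 0.12, adjusted p = 0.0774) and by -0.32 after landiolol (standard error 0.12, adjusted p = 0.208). Crem, the cAMP responsive element modulator (probe A_44_P1159378, chromosome 17 from 62836962 to 62837021), went from 11.76 ± 0.32 to 13.07 ± 0.24 and back to 11.71 ± 0.31, with changes of 1.31 (standard error 0.18, adjusted p = 0.000216) and -1.35 (standard error 0.18, adjusted p = 0.00249). Another 3 of its 5 probes were called the same way in both comparisons. Mapk14 (probe A_64_P258485, chromosome 20 from 7000314 to 7000373) rose by 1.26 after CLP (standard error 0.21, adjusted p = 0.000746) and changed by -0.78 after landiolol (standard error 0.20, adjusted p = 0.0607). The latter was called when the arrays were scaled to their 75th percentile (adjusted p = 0.0449) and without replicate 1 of the CLP group (-0.95, adjusted p = 0.00813). In females, landiolol changed Il6r by -0.92 (adjusted p = 0.341), Stat3 by -0.29 (adjusted p = 0.645), Fgf2 by -0.44 (adjusted p = 0.498) and Mapk14 by 0.05 (adjusted p = 0.975). The male and female changes differed by -0.44, -0.53, -0.56 and -0.85, and the interaction of sex and landiolol did not pass for any of the 4 (adjusted p = 0.968 for each).

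**Figure D2:**
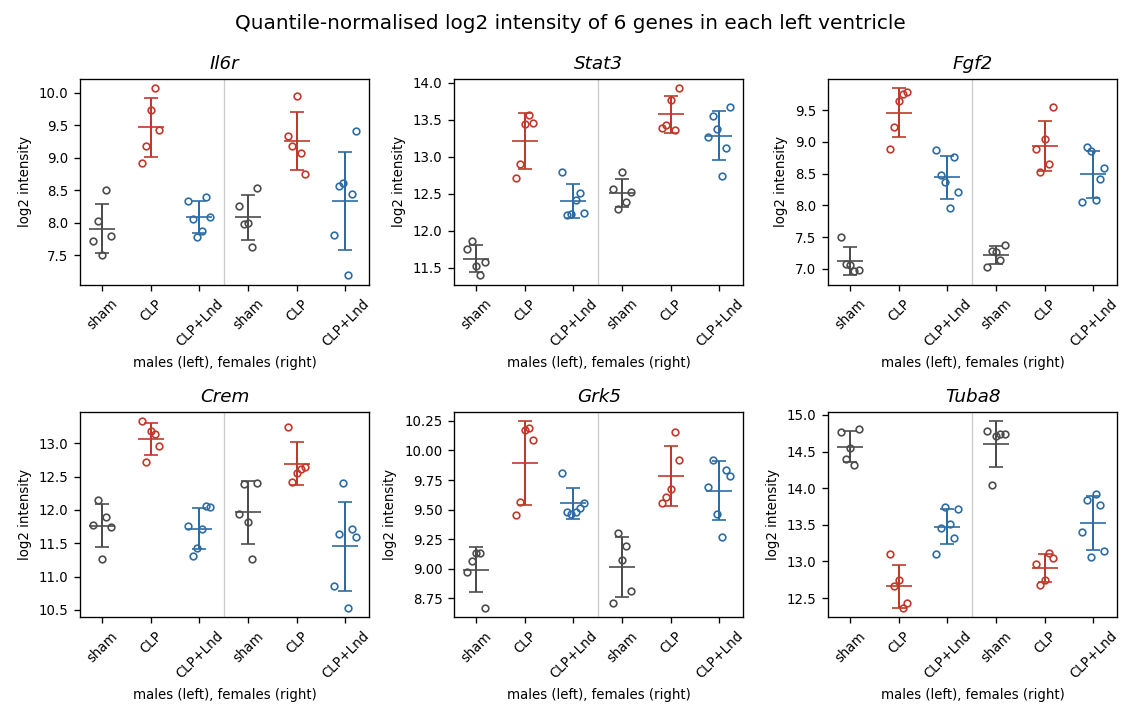
Quantile-normalised log2 intensity (y axis) of Il6r, Stat3, Fgf2, Crem, Grk5 and Tuba8 in the sham, CLP and CLP plus landiolol groups, males on the left and females on the right of each panel. Open circles are single left ventricles and bars give the mean ± SD of a group. In males, the landiolol group lies between the CLP and sham groups for Stat3, Fgf2 and Tuba8 and at the sham level for Crem.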

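The gene Grk5 was measured by 3 probes, all of which were called higher in the male CLP group. On the brightest probe (A_44_P1102133, chromosome 1 from 267698243 to 267698302), levels were 8.99 ± 0.19 in the sham group (SD, n = 5), 9.89 ± 0.36 in the CLP group (n = 5) and 9.55 ± 0.13 in the CLP plus landiolol group (n = 6). The log2 fold changes were 0.90 after CLP (standard error 0.16, adjusted p = 0.00108, limma) and -0.34 after landiolol (standard error 0.15, adjusted p = 0.293), and the level stayed 0.56 above sham (adjusted p = 0.0258). The other two probes of Grk5 were called for landiolol, with changes of -0.83 (standard error 0.19, adjusted p = 0.0435) and -0.77 (standard error 0.14, adjusted p = 0.0126). Their means were 8.27, 9.60 and 8.77, and 8.82, 9.83 and 9.06, in the sham, CLP and CLP plus landiolol groups. In females the brightest probe of Grk5 rose by 0.76 after CLP (standard error 0.17, adjusted p = 0.00916) and changed by -0.12 after landiolol (standard error 0.16, adjusted p = 0.883).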

Expression levels of the G protein-coupled receptor kinase 5 (GRK5) was also restored almost to the sham group level by landiolol infusion (Fig. 2a). 

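In females, 6 genes were called higher after CLP and lower after landiolol, out of 403 higher after CLP and 9 lower after landiolol. They were Cenpa, Ippk, Pde10a, Rcan2, Sardh and Ttc27, of which Sardh is named here only because it had this form. In 100 simulations without an effect of landiolol, at most 1 gene had it. The count was 12 with SAM and 21 with array weights, 11 without replicate 5 of the CLP group and 0 without replicate 3 of the sham group. Ippk (probe A_44_P1114166, chromosome 17 from 21146414 to 21146473) went from 9.19 ± 0.43 in the sham group (SD, n = 5) to 10.72 ± 0.40 in the CLP group (n = 5) and 9.42 ± 0.36 in the CLP plus landiolol group (n = 6). Rcan2 was called through the dimmer of its 2 probes, which changed by 2.14 after CLP (adjusted p = 0.000114, limma) and -1.54 after landiolol (adjusted p = 0.0323), whereas the brighter probe changed by -0.73 (adjusted p = 0.262) and -0.33 (adjusted p = 0.842). The dimmer probe of Cenpa changed by 2.94 (adjusted p = 0.000579) and -2.45 (adjusted p = 0.0468), and its brighter probe by 0.01 (adjusted p = 0.993) and -0.45 (adjusted p = 0.681). Ptprn rose by 1.15 after CLP (adjusted p = 0.00171) and changed by -0.64 after landiolol (adjusted p = 0.226). For Mybpc2 the changes were 2.47 (adjusted p = 0.000235) and -1.54 (adjusted p = 0.0699).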

In females, only 12 genes were down-regulated in the CLP plus landiolol group and seven genes displayed a V form (Fig. 2b). None of the genes were associated with significant biological processes. Two genes, Phosphodiesterase 10A (PDE10A) and cAMP-responsive element modulator, were associated with the adrenergic signalling KEGG pathway.

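Pde10a (probe A_42_P584045, chromosome 1 from 46392997 to 46393056) went from 7.79 ± 0.39 in the female sham group (SD, n = 5) to 9.57 ± 0.07 in the CLP group (n = 5) and 8.53 ± 0.13 in the CLP plus landiolol group (n = 6). Its log2 fold changes were 1.79 after CLP (standard error 0.16, adjusted p = 2.19e-05, limma) and -1.05 after landiolol (standard error 0.15, adjusted p = 0.0268), and it stayed 0.74 above sham (adjusted p = 0.00503). The landiolol call was lost in the fits without replicates 2, 3 or 4 of the CLP group or 1, 2, 5 or 6 of the CLP plus landiolol group (adjusted p between 0.0612 and 0.112). The same gene changed in males by 1.39 (adjusted p = 0.00312) and -1.22 (adjusted p = 0.0313). The brightest probe of Crem went from 11.96 ± 0.47 to 12.69 ± 0.32 and 11.46 ± 0.67 in females, with changes of 0.73 (standard error 0.31, adjusted p = 0.164) and -1.24 (standard error 0.30, adjusted p = 0.136). Of its other 4 probes, 0 were called after CLP and 2 were called after landiolol (-1.29 and -1.30, adjusted p = 0.0499 for both).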

**Fig. 2:**
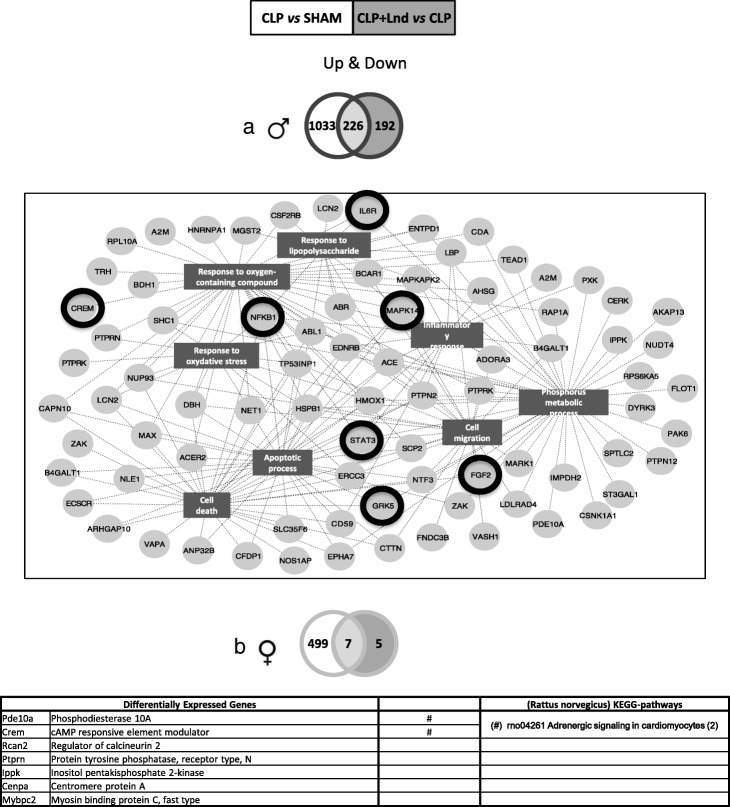
Biological processes associated with up-regulated genes after cecal ligation and puncture and back-regulated by landiolol infusion. **a** Venn diagram associated with the 1259 up-regulated genes in CLP group and the 418 down-regulated genes in CLP plus landiolol group in males. The 226 common genes represent regulated genes with a characteristic V form, up-regulated in sepsis and back-regulated by landiolol infusion. From these 226 common genes, a gene ontology analysis with the DAVID Database revealed significant biological processes (P-Benjamini < 0.05). A gene network diagram was performed using Cytoscape integrating the 226 genes (light grey circles) with their associated biological processes (dark grey rectangles). Genes associated with the JAK/STAT pathway, IL6R and STAT, with the PI3K/AKT and focal adhesion pathways, FGF2 and NFκB1, and with the mitogen-activated protein kinase and tumour necrosis factor-α pathways, cyclic adenosine monophosphate responsive element modulator and MAPK14 and GRK5, are surrounded by a black circle. **b** Venn diagram associated with the 506 up-regulated genes in CLP group and the 12 down-regulated genes in CLP plus landiolol group in females. Note that only 12 genes were down-regulated in CLP plus landiolol condition and that only seven of them were back-regulated. No significant biological processes were found associated to these seven genes presented in the table; two genes are members of the adrenergic signalling in the cardiomyocyte KEGG-pathway and the others are isolated genes. *CLP* cecal ligation and puncture, *CLP* + *Lnd* CLP plus landiolol

Regarding the CLP down-regulated genes, no associated biological processes were found for genes with a V form either in males or in females. A list of the 247 genes found in males is presented in Additional file 2. 

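By the calls made here, 100 male genes were lower after CLP and higher after landiolol, which was 10.8% of the genes lower after CLP and 50.5% of those higher after landiolol. At most 1 gene had this form in the 100 simulations without an effect of landiolol. Their median change after CLP was -1.26 on the log2 scale and their median distance from sham after landiolol -0.29, which left a median of 26.1% of the change over genes picked for this form, far less than on the genes picked in females. Compared with sham, 90 of the 100 genes were not called after landiolol. SAM gave 231 genes, array weights 336, and an FDR of 5% after CLP with 1% after landiolol 17. The fit with the day read from the sample names gave 28. The count was 263, 36, 24 and 60 without replicates 1, 3, 4 and 5 of the CLP group, and 63, 44, 59 and 43 without replicates 1, 2, 3 and 6 of the CLP plus landiolol group. Phldb2 (probe A_44_P976406, chromosome 11 from 56565345 to 56565404) went from 10.60 ± 0.18 in the sham group (SD, n = 5) to 9.70 ± 0.39 in the CLP group (n = 5) and 10.59 ± 0.17 in the CLP plus landiolol group (n = 6).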

The KEGG pathways associated with these DEGs were classified according to the number of genes found in each pathway (Fig. 3). The metabolic pathway was the most represented in males. Other pathways, for example T cell receptor signalling, NOD-like receptor signalling, Wnt signalling, Hippo signalling, adrenergic signalling, cAMP signalling, cGMP-dependant protein kinase G (PKG) signalling and PI3K-Akt signalling, were found only in males (Fig. 3a). For example, genes associated with the JAK/STAT pathway, BCL2 and aldehyde oxidase 3 (AOX), or with the adrenergic pathway, phospholipase C beta 4 (PLCB4), tubulin alpha 8 (TUBA8) and myosin heavy chain 7B cardiac muscle beta (MYH7B), were back-regulated by landiolol infusion (Fig. 3a and Additional file 3: Table S2). 

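Bcl2 went from 7.62 ± 0.27 in the male CLP group (SD, n = 5) to 8.30 ± 0.35 in the CLP plus landiolol group (n = 6), a log2 fold change of 0.68 with a standard error of 0.19 (adjusted p = 0.0954, limma). It was called without replicate 1 of the CLP group (0.77, adjusted p = 0.0418) and with array weights. Aox3 (probe A_44_P1082259, chromosome 9 from 56867285 to 56867344) went from 6.69 ± 0.84 in the sham group to 5.74 ± 0.85 and 7.18 ± 0.35, with changes of -0.95 (standard error 0.41, adjusted p = 0.134) and 1.44 (standard error 0.39, adjusted p = 0.0843). The latter passed without replicate 1 of the CLP group (adjusted p = 0.0215). Plcb4 (probe A_44_P340163, chromosome 3 from 124076836 to 124076895) went from 10.53 ± 0.20 to 10.09 ± 0.13 and 10.37 ± 0.10, with changes of -0.44 (standard error 0.11, adjusted p = 0.0118) and 0.28 (standard error 0.10, adjusted p = 0.215), although every CLP array lay below every array of the other groups. Its change after CLP was called without replicate 1 of the sham group (adjusted p = 0.00442). Tuba8 (probe A_44_P622992, placed by the files on the unordered part of chromosome 4 from 1618566 to 1618625) went from 14.57 ± 0.22 to 12.66 ± 0.29 and 13.47 ± 0.24. It changed by -1.90 after CLP (standard error 0.16, adjusted p = 3.8e-06) and by 0.81 after landiolol (standard error 0.16, adjusted p = 0.0166), and stayed away from sham by a log2 difference of -1.09 (adjusted p = 0.000401). Without replicate 4 of the CLP group its landiolol change was not called (adjusted p = 0.0641). Myh7b (probe A_64_P073974, chromosome 3 from 146138435 to 146138494) went from 12.33 ± 0.54 to 10.67 ± 0.59 and 11.71 ± 0.49, with changes of -1.67 (standard error 0.32, adjusted p = 0.00222) and 1.04 (standard error 0.31, adjusted p = 0.111). The landiolol change of Myh7b was called without replicate 1 of the CLP group (adjusted p = 0.0209).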

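By the calls made here, 1 gene, Prkab1, was lower after CLP and higher after landiolol in females. In 2 of the 100 simulations without an effect of landiolol, 1 gene had this form. Prkab1 (probe A_44_P1056161, chromosome 12 from 41851182 to 41851241) encodes a regulatory subunit of AMPK. It went from 12.96 ± 0.09 in the sham group (SD, n = 5) to 11.89 ± 0.12 in the CLP group (n = 5) and 12.62 ± 0.18 in the CLP plus landiolol group (n = 6). Its log2 fold changes were -1.07 (standard error 0.12, adjusted p = 7.48e-05, limma) and 0.73 (standard error 0.11, adjusted p = 0.0323). The landiolol call was lost in the fits without replicates 1, 2, 3 or 4 of the CLP group or 1, 2, 4, 5 or 6 of the CLP plus landiolol group and when the arrays were scaled to their 75th percentile. In males Prkab1 changed by -0.81 (adjusted p = 0.00204) and 0.33 (adjusted p = 0.306). SAM gave 11 genes of this form in females, array weights 28, and the fit without replicate 5 of the CLP group 17. Of the other genes shown in Fig. 3b, all changed downward after CLP and upward after landiolol on their brightest probe. Igf1 changed by -0.73 (adjusted p = 0.00643) and 0.55 (adjusted p = 0.179), Adra1a by -0.55 (adjusted p = 0.0336; a dimmer probe of it was called) and 0.51 (adjusted p = 0.223), Erbb3 by -0.96 (adjusted p = 0.00365) and 0.73 (adjusted p = 0.136), and Akap6 by -1.19 (adjusted p = 0.000353) and 0.82 (adjusted p = 0.0596). By the calls in males, Adra1a and Akap6 were lower after CLP and higher after landiolol there. In females Phldb2 changed by -0.76 (adjusted p = 0.00431) and 0.78 (adjusted p = 0.0502), and Osbpl6 by -1.65 (adjusted p = 0.000217) and 0.51 (adjusted p = 0.423). For Sh2d4a the reverse held, with -0.78 (adjusted p = 0.0427) after CLP and a landiolol change of 1.21 that passed (adjusted p = 0.0499). Gpr37l1, Npepo, Slc16a13, Kcnn1, Col4a4 and Gvinp1 passed in neither comparison. Over the 48 genes that the paper names, 4 were called after landiolol in females over all probes tested and 19 when adjusted over the list alone, a list chosen by the paper on these arrays.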

In females, only the AMP-activated protein kinase (AMPK) signalling pathway was found associated with three significant DEGs (Fig. 3b).

**Fig. 3:**
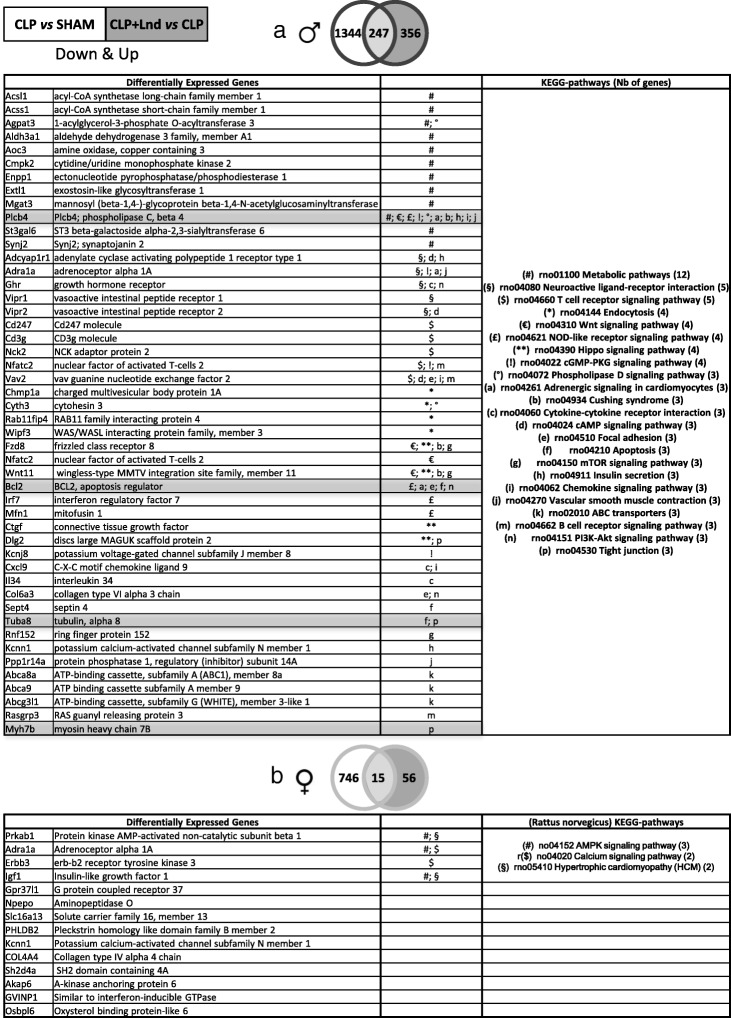
KEGG-pathways associated with down-regulated genes after cecal ligation and puncture and back-regulated by landiolol infusion. **a** Venn diagram associated with the 1591 down-regulated genes in CLP group and the 603 up-regulated genes in CLP plus landiolol group in males. The 247 common genes represent regulated genes with a characteristic V form, down-regulated in sepsis and back-regulated by landiolol infusion. No significant biological processes were found associated to these 247 common genes. The table presents KEGG-pathways in which at least three of these 247 common genes are involved. Genes associated with the JAK/STAT pathway, BCL2 and AOX, and with the adrenergic pathway, PLCB4, TUBA8 and MYH7B, are highlighted in grey. **b** Venn diagram associated with the 761 down-regulated genes in CLP group and the 71 up-regulated genes in CLP plus landiolol group in females. Note that only 71 genes were up-regulated in the CLP plus landiolol group and that only 15 of them were back-regulated. No biological processes were found associated to these 15 common genes presented in the table; four genes are members of specific KEGG-pathways and the others are isolated genes. *CLP* cecal ligation and puncture, *CLP* + *Lnd* CLP plus landiolol

## Discussion

In this study, we identified biological processes and signalling pathways associated with the cardiac response to landiolol in septic male and female rats. This is the first genome-wide analysis of the sex-mediated response to a β-blocker in sepsis-induced myocardial dysfunction. Our results highlight differences between males and females, during sepsis and after landiolol administration. Several biological processes were found only in males. In contrast, effects were limited in females. These results support our previous findings obtained by MRI studies, showing decreased indexed stroke volume (SVi), cardiac index (CI) and indexed end-diastolic volume (EDVi) after CLP in males, whereas only CI and EDVi decreased in females. Landiolol improved cardiac performance in the septic males by increasing SVi. In the septic females, landiolol reduced left ventricular ejection fraction (LVEF) and systolic wall thickening (sWtn). Blood pressure remained constant in males but decreased in females after landiolol [26].

A higher number of deregulated genes were found in males, affecting the inflammatory response, the innate immune response and the gonad development, which were enriched by up-regulated genes. 

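Collagen genes were lower in 27 of 32 cases in the male CLP group (median log2 fold change -0.56, adjusted p = 9.86e-06, camera) and in 24 of 33 in the female CLP group (median -0.37, adjusted p = 0.0165). The median difference between males and females for collagens was -0.33 (adjusted p = 0.000585 by camera and 0.644 by fry). Genes of the sarcolemma and T-tubules were lower in 17 of 22 cases in males (median -0.30, adjusted p = 0.0212) and in 15 of 22 in females (median -0.23, adjusted p = 0.0293), and fry called them in both sexes (adjusted p = 0.000434 and 0.00121). In males the camera call was lost without replicate 1 of the CLP group (adjusted p = 0.0584). Calcium channel genes were lower in 10 of 13 cases in males (median -0.17, adjusted p = 0.326) and in 4 of 12 in females (median 0.18, adjusted p = 0.413).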

Biological processes enriched by down-regulated genes were the organisation of the extracellular matrix, muscle cell differentiation, muscle tissue development, sarcolemma and T-tubules, muscle and cardiac contraction, contractile fibres and sarcomeres, potassium transmembrane transport, positive regulation of calcium transport and the PI3K/AKT signalling pathway. In summary, inflammatory response, apoptosis, metabolism, oxidative stress and calcium ion transport were down-regulated specifically in males. In females, very few sepsis-induced DEGs and no significant biological processes were detected after landiolol administration.

Our results are in line with findings on the human septic cardiomyopathy. Down-regulation of cardiac mitochondrial genes, in addition to multiple alterations in sarcomeric genes and genes that maintain the structural integrity of the sarcolemma, were described [31]. Matkovich et al. hypothesised that the cardiac response to sepsis was coordinated in a ‘programmatic’ mode, as described in myocardial hibernation [31].

In male rats, CLP had profound effects on the expression of genes involved in JAK/STAT, PI3K and focal adhesion pathways. Moreover, CLP up-regulated transcripts encoding for p53-dependent cell-cycle arrest (p21 and stromal antigen 1 (STAG1)), toll-like receptor 1 (TLR1) and myeloid differentiation primary response 88 (MyD88). These changes were not described in females. These results support findings of the pronounced myocardial dysfunction in male rats, as compared to female rats [26]. They are in line with data published by Rudiger et al. in which these pathways were associated with poor outcome [17]. 

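Stag1 (probe A_42_P545966, chromosome 8 from 105919781 to 105919840) went from 10.12 ± 0.15 in the male sham group (SD, n = 5) to 10.46 ± 0.13 in the CLP group (n = 5), a log2 fold change of 0.34 with a standard error of 0.12 (adjusted p = 0.0738, limma). Tlr1 (probe A_44_P252935, chromosome 14 from 46124542 to 46124601) rose from 3.56 ± 0.53, with 2 of 5 sham arrays well above background, to 6.03 ± 0.38, with 5 of 5, a change of 2.48 (standard error 0.31, adjusted p = 8.32e-05). With the authors' own table of values the change of Tlr1 was not called (adjusted p = 0.0331). Myd88 (probe A_64_P107866, chromosome 8 from 124299763 to 124299822) rose from 12.49 ± 0.20 to 13.36 ± 0.45, by 0.87 (standard error 0.20, adjusted p = 0.00646). Its call was lost when only the sham and CLP groups were fitted and in the fits without replicates 1, 2, 4 or 5 of the sham group or 3, 4 or 5 of the CLP group.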

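In the female CLP group, Tlr1 rose by 1.25 (standard error 0.30, adjusted p = 0.0139, limma), a change that was called when the arrays were scaled to their 75th percentile (adjusted p = 0.00614) and without replicate 1 of the sham group (adjusted p = 0.00177). Myd88 rose by 0.74 (standard error 0.23, adjusted p = 0.061) and Stag1 by 0.14 (standard error 0.13, adjusted p = 0.564). The male and female changes differed by 1.28 for Tlr1 (standard error 0.44, adjusted p = 1 from the limma interaction term), by 0.14 for Myd88 (standard error 0.31, adjusted p = 1) and by 0.19 for Stag1 (standard error 0.17, adjusted p = 1).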

An increased systemic inflammatory response through circulating myocardial depressant factors, including nitric oxide (NO), may compromise myocardial function [17]. The level of cyclic guanosine monophosphate (cGMP), generated by soluble guanylyl cyclase (GC) and regulated by NO, played opposite roles in males and females, being protective in males and deleterious in females [29]. 

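Nos3, the gene of eNOS, was measured at the level of its transcript (probe A_44_P198620, chromosome 4 from 6159286 to 6159345). It went from 11.68 ± 0.47 in the male sham group (SD, n = 5) to 11.95 ± 0.40 in the CLP group (n = 5), a log2 fold change of 0.27 with a standard error of 0.26 (adjusted p = 0.551, limma), which was within the spread between rats. The single probe of Gucy1a2 (A_64_P154855, chromosome 8 from 262438 to 262497) changed from 7.87 ± 0.44 to 7.23 ± 0.37, by -0.64 (standard error 0.22, adjusted p = 0.059). In females the change of Gucy1a2 was -0.50 (standard error 0.26, adjusted p = 0.264), and the sexes did not differ by the interaction term (difference -0.13, adjusted p = 1).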

In our model, the endothelial NO synthase (eNOS) protein level was increased [26] and the transcript of the guanylate cyclase 1 soluble subunit alpha 2 (GUCY1A2) was decreased in the male CLP group. Interestingly, landiolol reversed the expression of most of the transcripts of the aforementioned signalling pathways and the increase in eNOS expression only in males [26].

Sex-related differences detected in transcript abundance of the β-adrenergic signalling and calcium cycling pathways were associated with reduced survival [17]. These changes may lead to a reduced L-type calcium current [32], and a high cytosolic Ca^2+^ level, leading to failure of diastolic relaxation and low sarcoplasmic reticulum Ca^2+^ levels, which affect systolic contraction as previously observed in septic cardiomyopathy [33]. A decrease of SERCA3 was found specifically in the male CLP group, corresponding to the significant decrease of the indexed stroke volume in the MRI [26]. 

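SERCA3 is encoded by Atp2a3 (probe A_42_P522194, chromosome 10 from 59883681 to 59883740). In males it went from 8.79 ± 0.24 in the sham group (SD, n = 5) to 7.73 ± 0.28 in the CLP group (n = 5), a log2 fold change of -1.05 with a standard error of 0.17 (adjusted p = 0.000596, limma), a call made in all 20 settings tried. In females it went from 8.01 ± 0.55 to 7.67 ± 0.15, a change of -0.34 (standard error 0.25, adjusted p = 0.457). The difference between the sexes was -0.70 (standard error 0.30, adjusted p = 1 from the interaction term). Atp2a2, which encodes the SERCA isoform of the ventricle, changed by -0.14 in males (adjusted p = 0.521) and by -0.26 in females (adjusted p = 0.282) on its brightest probe.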

Sex differences in the mechanisms of the contractile function and in the response to the β-adrenergic stimulation were previously described [34, 35]. In lipopolysaccharide-induced cardiomyopathy, sarcomere shortening depression occurred with different regulations of cellular calcium transients and SERCA in male and female mice [27]. Deficits in mechanisms downstream of cellular calcium transients, possibly a decrease in myofilament sensitivity for calcium following troponin I hyperphosphorylation [36], can explain this difference. Moreover, oestrogen may modulate the properties of the ryanodine receptor [37] and the interplay between oestrogen receptors and the β-adrenergic receptors could affect Ca^2+^-handling proteins and the phosphoinositide-3-kinase-AKT (PI3K-AKT) pathway in a sex-dependent manner [38].

Finally, data on sex dimorphism in the response to landiolol during septic cardiomyopathy should be considered in patient studies, in conjunction with an investigation of inflammation attenuation, improved outcome and heart rate control [39–42].

Our study has some limitations. The ex vivo assessment of cardiac function at the end of the protocol might have altered the expression of transcripts. However, the procedure was similar for all the groups and we used a differential analysis to minimise the effect of this procedure. Our results are consistent with those of in vivo studies in which this ex vivo procedure is absent [17], and with those published in humans using the same type of differential analysis [31]. Another limitation is the absence of calculations to determine the sample-size required. However, Allison et al. examined key components of microarray analysis and indicated that, for common designs in which two groups of cases are evaluated for differential expression, a minimum of five biological replicates per group should be analysed [30]. In our study, we had 5–6 biological replicates for each group and chose the 2-class SAM analysis to detect significant variation in gene expression between groups (CLP group vs sham group and CLP plus landiolol group vs CLP group). The number of altered genes does not predict the severity of the organ dysfunction, and changes in gene expression do not necessarily reflect changes in the level of protein expression. Our results need to be confirmed at the protein level. In addition, we focused our transcriptomic analyses on cardiac tissue. However, it is reasonable to speculate that each organ has a specific transcriptomic response to infection, as reported previously for the liver [43]. The timing of each experiment may affect the findings [44]. In our study, changes in gene expression were analysed 20 h after CLP. This can explain differences to previous experiments in which measures were performed at 6 h post-insult [17] and 48 h post-insult [45]. Another limitation is that despite fluid administration at 10 ml kg^−1^ h^−1^, we cannot rule out hypovolemia related to capillary leak in the CLP animals. Rudiger et al. attenuated the decline in stroke volume and left ventricular end-diastolic volume by the use of fluid resuscitation consisting of a 1:1 solution of 6% hetastarch and an additional 25 ml kg^−1^ body weight of fluid boluses at 6 h and 10 ml kg^−1^ at 24 h [17]. In addition, the response to the opioid buprenorphine, used for pain control, might have affected gene expression in a sex-dependent manner. Doyle et al. described sex differences in morphine metabolism and associated circulatory cytokines levels [46]. We have established our experimental conditions to prevent septic shock in animals. We did not use antibiotics and no animals died during the experiments. Our results may therefore differ from those obtained in humans or in some animals resuscitated with both fluids and antibiotics. Moreover, most intensive care unit patients receive sedation including opioids [47].

## Conclusion

In a CLP-induced animal model of sepsis, the regulation of myocardial transcripts in male rats differed from that in female rats. We found common functional annotations induced by sepsis in both sexes, but many processes associated with the development, differentiation, organisation and function of cardiac muscle cells were deregulated only in males. These results were in agreement with the pathological status of the animals and demonstrated that sepsis-related changes in gene transcription were more pronounced in males than in females. 

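The size of the change after CLP was estimated for each sex as the SD of the log2 fold changes over the 24769 probes kept in both sexes, after taking away the part due to measurement error. It was 0.50 in males and 0.48 in females, a female over male ratio of 0.976, which lay between 0.90 and 1.04 when single arrays were left out. The median SD within groups was 0.33 in males and 0.36 in females. After landiolol the corresponding sizes were 0.26 in males and 0.20 in females. The paper concludes that the transcriptional changes of sepsis were more pronounced in males. It draws this from processes that it found deregulated in males alone, and sets it beside the pathological status of the animals. It also reports more called genes in males, in all and within the processes.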

Landiolol had diverse effects on biological processes in male and female rats. After landiolol administration, the expression of genes related to different biological processes was reversed in males. This possibly explains the improvement in the cardiac function of the male animals in the landiolol-treated group. No significant functional annotation was found in females in the landiolol-treated group. Only few genes associated with adrenergic, protein kinase AMP-activated catalytic subunit alpha, calcium and hypertrophic signalisation were differentially expressed and may explain the deleterious effects on cardiac function observed after landiolol in females.

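The β-adrenergic signalling list had 15 genes higher and 16 lower after landiolol in females (median log2 fold change -0.02, adjusted p = 0.473, camera), and in males 20 higher and 11 lower (median 0.07, adjusted p = 0.894). Its mean per array changed by -0.06 in females (exact permutation p = 0.305) and, against the sign of the median, by -0.08 in males (exact permutation p = 0.0887, adjusted p = 0.561 over the 36 lists). Calcium handling genes were lower in 12 of 20 cases in females (median -0.03, adjusted p = 0.799), while their mean per array rose by 0.06 (exact permutation p = 0.277). The calcium channel list was lower in 11 of 12 genes after landiolol in females (median -0.31, adjusted p = 0.00332 by camera and 0.436 by fry), with a median male minus female difference of 0.31 (adjusted p = 0.00207 by camera and 0.444 by fry). The mean of the calcium channel list per array changed by -0.37 in females (exact permutation p = 0.0346, adjusted p = 0.409). The PI3K/AKT list was higher in 21 of 31 genes in females (median 0.12, adjusted p = 0.314 by camera and 0.112 by fry), and its mean per array rose by 0.14 (exact permutation p = 0.00433, the smallest possible, adjusted p = 0.156). Over single genes, 0 of 26492 probes were called for the interaction of sex and landiolol by limma, 1307 passed an unadjusted p of 0.05, and the smallest adjusted p was 0.45. On simulated data this term recovered 40% of 200 probes whose landiolol change differed by 1 between the sexes and 17.4% of the 385 changes called in males if they had been absent in females. Without replicate 4 of the female CLP plus landiolol group, 1 gene was called.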

## Additional files

Additional file 1: Lists of differentially expressed genes in male and female hearts after cecal ligation and puncture and landiolol. Lists of significantly up- and down-regulated genes, obtained after 2-class SAM, in CLP group vs sham group (FDR < 0,01) and in CLP plus landiolol group vs CLP (FDR < 0,05) in males and females. Common genes between males and females are noted in blue.

Additional file 2: Lists of differentially expressed genes with a characteristic V form in male. Lists of the significantly up- and down-regulated genes in sepsis and back-regulated by landiolol infusion in males.

Additional file 3: **Table S1.** GO annotations for differentially expressed genes in male and female hearts after cecal ligation and puncture. Gene ontology analysis realized with the DAVID Database is reported in the table. The most significant biological processes (BP), cellular components (CC) and KEGG-pathways (KEGG) GO terms for up- and down-regulated genes are indicated for CLP vs sham groups in males and females. For all the processes, the number of genes deregulated in males is much greater than in females. *N. of genes = Number of genes; NS = not significant; ø = not found.* **Table S2.** GO annotations for differentially expressed genes in male and female hearts after landiolol administration. Gene ontology analysis realized with the DAVID Database is reported in the table. Significant biological processes (BP) and KEGG-pathway (KEGG) GO terms for up- and down-regulated genes are indicated for CLP plus landiolol vs CLP groups in males and females. For all the processes, the number of genes deregulated in males is much greater than in females and significant biological processes were totally absent for females after landiolol infusion. *N. of genes = Number of genes; NS = not significant; ø = not found*.

## Abbreviations

AR: Adrenergic receptor
BCL2: B-cell CLL/lymphoma 2
cAMP: Cyclic adenosine monophosphate
CI: Cardiac index
CLP: Cecal ligation and puncture
DAVID: Database for Annotation, Visualization and Integrated Discovery
DEG: Differentially expressed gene
EDVi: End-diastolic volume index
FDR: False discovery rate
GRK: G protein-coupled receptor kinase 5
IL: Interleukin
JAK/STAT: Janus kinase/signal transducer and activator of transcription
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAPK: Mitogen-activated protein kinase
MRI: Magnetic resonance imaging
MYH7B: Myosin heavy chain 7B cardiac muscle beta
NO: Nitric oxide
NOS: Nitric oxide synthase
p21: Cyclin-dependent kinase inhibitor 1A
PGC-1α: Peroxisome proliferator-activated receptor gamma, coactivator 1 alpha
PI3K-AKT: Phosphoinositide-3-kinase-AKT
PKA: Protein kinase cAMP-activated catalytic subunit alpha
PP2: Protein phosphatase 2 catalytic subunit alpha
SAM: Significance analysis of microarrays
SERCA: Sarcoplasmic reticulum calcium ATPase
SVi: Stroke volume index
TNF-α: Tumour necrosis factor-α
TUBA: Tubulin alpha 8
ΔCai: Cellular calcium transients

# Supplementary material for: Effect of landiolol on sex-related transcriptomic changes in the myocardium during sepsis
**Source:** Intensive Care Med Exp. 2019 Aug 19;7:50. doi: 10.1186/s40635-019-0263-0
**Supplement:** Supplementary file 3 — Table S1. GO annotations for differentially expressed genes in male and female hearts after cecal ligation and puncture. Gene ontology analysis realized with the DAVID Database is reported in the table. The most significant biological processes (BP), cellular components (CC) and KEGG-pathways (KEGG) GO terms for up- and down-regulated genes are indicated for CLP vs sham groups in males and females. For all the processes, the number of genes deregulated in males is much greater than in females. N. of genes = Number of genes; NS = not significant; ø = not found. Table S2. GO annotations for differentially expressed genes in male and female hearts after landiolol administration. Gene ontology analysis realized with the DAVID Database is reported in the table. Significant biological processes (BP) and KEGG-pathway (KEGG) GO terms for up- and down-regulated genes are indicated for CLP plus landiolol vs CLP groups in males and females. For all the processes, the number of genes deregulated in males is much greater than in females and significant biological processes were totally absent for females after landiolol infusion. N. of genes = Number of genes; NS = not significant; ø = not found.

## Slide 1
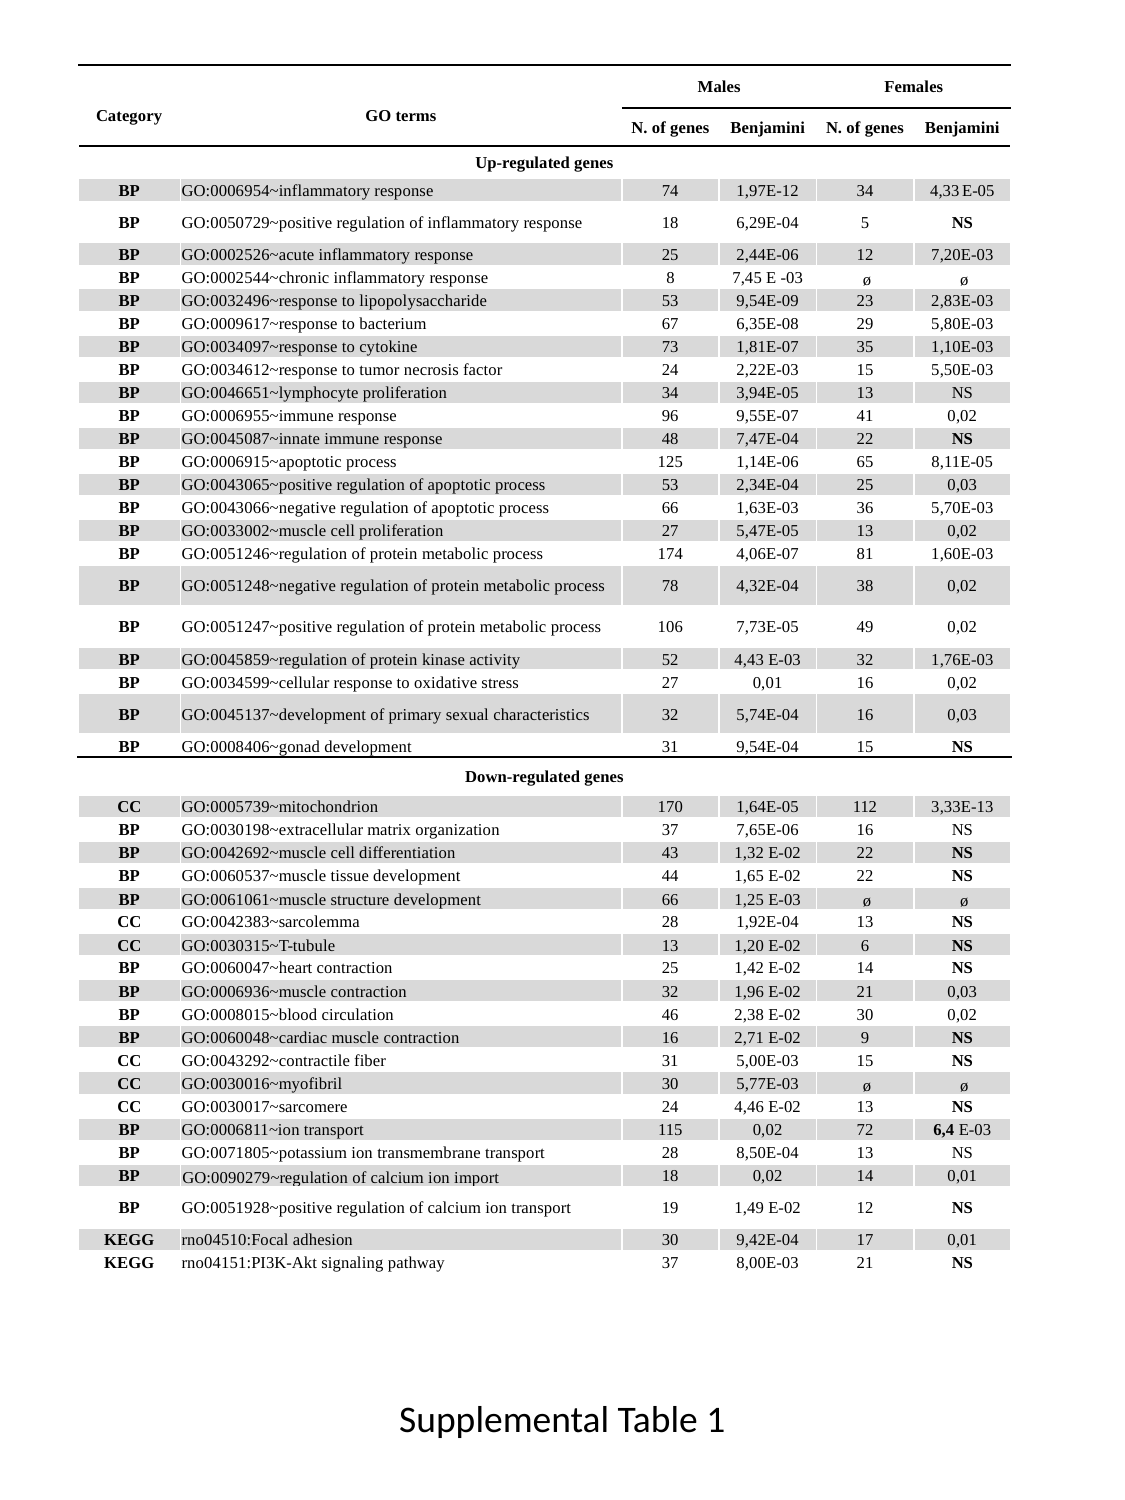

| Category | GO terms | Males | | Females | |
| --- | --- | --- | --- | --- | --- |
| | | N. of genes | Benjamini | N. of genes | Benjamini |
| Up-regulated genes | | | | | |
| BP | GO:0006954~inflammatory response | 74 | 1,97E-12 | 34 | 4,33 E-05 |
| BP | GO:0050729~positive regulation of inflammatory response | 18 | 6,29E-04 | 5 | NS |
| BP | GO:0002526~acute inflammatory response | 25 | 2,44E-06 | 12 | 7,20E-03 |
| BP | GO:0002544~chronic inflammatory response | 8 | 7,45 E -03 | ø | ø |
| BP | GO:0032496~response to lipopolysaccharide | 53 | 9,54E-09 | 23 | 2,83E-03 |
| BP | GO:0009617~response to bacterium | 67 | 6,35E-08 | 29 | 5,80E-03 |
| BP | GO:0034097~response to cytokine | 73 | 1,81E-07 | 35 | 1,10E-03 |
| BP | GO:0034612~response to tumor necrosis factor | 24 | 2,22E-03 | 15 | 5,50E-03 |
| BP | GO:0046651~lymphocyte proliferation | 34 | 3,94E-05 | 13 | NS |
| BP | GO:0006955~immune response | 96 | 9,55E-07 | 41 | 0,02 |
| BP | GO:0045087~innate immune response | 48 | 7,47E-04 | 22 | NS |
| BP | GO:0006915~apoptotic process | 125 | 1,14E-06 | 65 | 8,11E-05 |
| BP | GO:0043065~positive regulation of apoptotic process | 53 | 2,34E-04 | 25 | 0,03 |
| BP | GO:0043066~negative regulation of apoptotic process | 66 | 1,63E-03 | 36 | 5,70E-03 |
| BP | GO:0033002~muscle cell proliferation | 27 | 5,47E-05 | 13 | 0,02 |
| BP | GO:0051246~regulation of protein metabolic process | 174 | 4,06E-07 | 81 | 1,60E-03 |
| BP | GO:0051248~negative regulation of protein metabolic process | 78 | 4,32E-04 | 38 | 0,02 |
| BP | GO:0051247~positive regulation of protein metabolic process | 106 | 7,73E-05 | 49 | 0,02 |
| BP | GO:0045859~regulation of protein kinase activity | 52 | 4,43 E-03 | 32 | 1,76E-03 |
| BP | GO:0034599~cellular response to oxidative stress | 27 | 0,01 | 16 | 0,02 |
| BP | GO:0045137~development of primary sexual characteristics | 32 | 5,74E-04 | 16 | 0,03 |
| BP | GO:0008406~gonad development | 31 | 9,54E-04 | 15 | NS |
| Down-regulated genes | | | | | |
| CC | GO:0005739~mitochondrion | 170 | 1,64E-05 | 112 | 3,33E-13 |
| BP | GO:0030198~extracellular matrix organization | 37 | 7,65E-06 | 16 | NS |
| BP | GO:0042692~muscle cell differentiation | 43 | 1,32 E-02 | 22 | NS |
| BP | GO:0060537~muscle tissue development | 44 | 1,65 E-02 | 22 | NS |
| BP | GO:0061061~muscle structure development | 66 | 1,25 E-03 | ø | ø |
| CC | GO:0042383~sarcolemma | 28 | 1,92E-04 | 13 | NS |
| CC | GO:0030315~T-tubule | 13 | 1,20 E-02 | 6 | NS |
| BP | GO:0060047~heart contraction | 25 | 1,42 E-02 | 14 | NS |
| BP | GO:0006936~muscle contraction | 32 | 1,96 E-02 | 21 | 0,03 |
| BP | GO:0008015~blood circulation | 46 | 2,38 E-02 | 30 | 0,02 |
| BP | GO:0060048~cardiac muscle contraction | 16 | 2,71 E-02 | 9 | NS |
| CC | GO:0043292~contractile fiber | 31 | 5,00E-03 | 15 | NS |
| CC | GO:0030016~myofibril | 30 | 5,77E-03 | ø | ø |
| CC | GO:0030017~sarcomere | 24 | 4,46 E-02 | 13 | NS |
| BP | GO:0006811~ion transport | 115 | 0,02 | 72 | 6,4 E-03 |
| BP | GO:0071805~potassium ion transmembrane transport | 28 | 8,50E-04 | 13 | NS |
| BP | GO:0090279~regulation of calcium ion import | 18 | 0,02 | 14 | 0,01 |
| BP | GO:0051928~positive regulation of calcium ion transport | 19 | 1,49 E-02 | 12 | NS |
| KEGG | rno04510:Focal adhesion | 30 | 9,42E-04 | 17 | 0,01 |
| KEGG | rno04151:PI3K-Akt signaling pathway | 37 | 8,00E-03 | 21 | NS |
Supplemental Table 1

## Slide 2
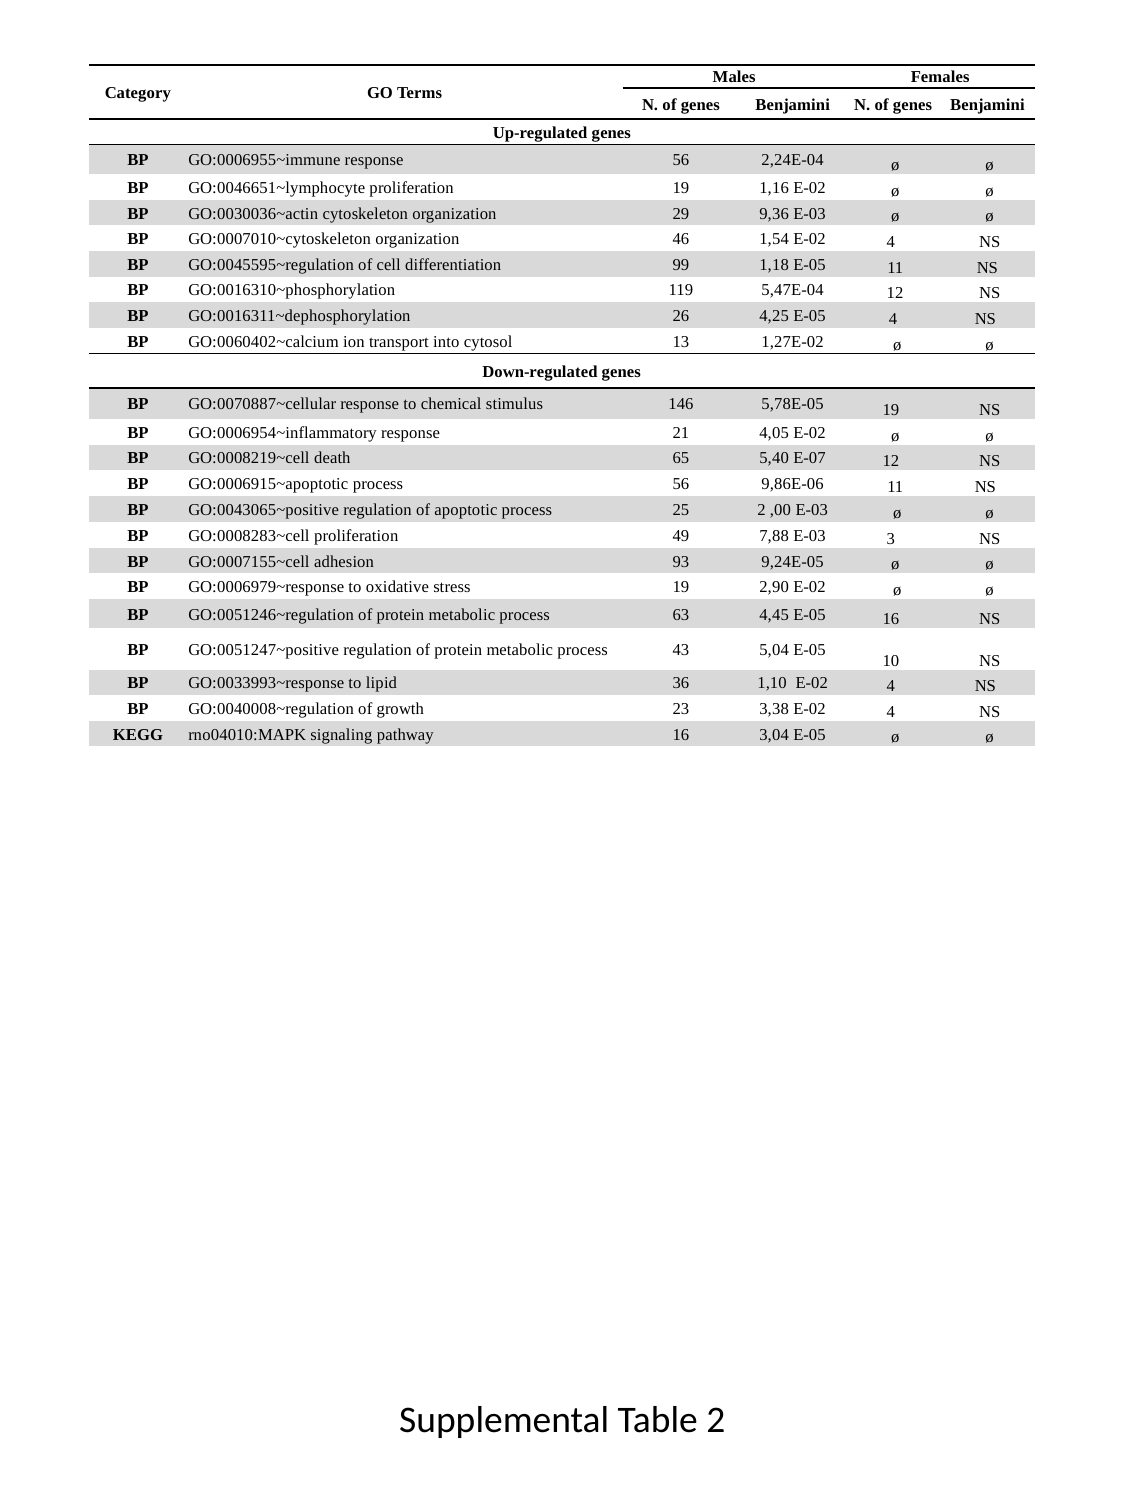

| Category | GO Terms | Males | | Females | |
| --- | --- | --- | --- | --- | --- |
| | | N. of genes | Benjamini | N. of genes | Benjamini |
| Up-regulated genes | | | | | |
| BP | GO:0006955~immune response | 56 | 2,24E-04 | ø | ø |
| BP | GO:0046651~lymphocyte proliferation | 19 | 1,16 E-02 | ø | ø |
| BP | GO:0030036~actin cytoskeleton organization | 29 | 9,36 E-03 | ø | ø |
| BP | GO:0007010~cytoskeleton organization | 46 | 1,54 E-02 | 4 | NS |
| BP | GO:0045595~regulation of cell differentiation | 99 | 1,18 E-05 | 11 | NS |
| BP | GO:0016310~phosphorylation | 119 | 5,47E-04 | 12 | NS |
| BP | GO:0016311~dephosphorylation | 26 | 4,25 E-05 | 4 | NS |
| BP | GO:0060402~calcium ion transport into cytosol | 13 | 1,27E-02 | ø | ø |
| Down-regulated genes | | | | | |
| BP | GO:0070887~cellular response to chemical stimulus | 146 | 5,78E-05 | 19 | NS |
| BP | GO:0006954~inflammatory response | 21 | 4,05 E-02 | ø | ø |
| BP | GO:0008219~cell death | 65 | 5,40 E-07 | 12 | NS |
| BP | GO:0006915~apoptotic process | 56 | 9,86E-06 | 11 | NS |
| BP | GO:0043065~positive regulation of apoptotic process | 25 | 2 ,00 E-03 | ø | ø |
| BP | GO:0008283~cell proliferation | 49 | 7,88 E-03 | 3 | NS |
| BP | GO:0007155~cell adhesion | 93 | 9,24E-05 | ø | ø |
| BP | GO:0006979~response to oxidative stress | 19 | 2,90 E-02 | ø | ø |
| BP | GO:0051246~regulation of protein metabolic process | 63 | 4,45 E-05 | 16 | NS |
| BP | GO:0051247~positive regulation of protein metabolic process | 43 | 5,04 E-05 | 10 | NS |
| BP | GO:0033993~response to lipid | 36 | 1,10 E-02 | 4 | NS |
| BP | GO:0040008~regulation of growth | 23 | 3,38 E-02 | 4 | NS |
| KEGG | rno04010:MAPK signaling pathway | 16 | 3,04 E-05 | ø | ø |
Supplemental Table 2

How the deposited data were processed for this re-analysis (not part of the article)

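Left ventricles of 32 Wistar rats were collected 20 h after sham surgery or CLP, 5 sham, 5 CLP and 6 CLP plus landiolol in each sex, and each RNA sample was hybridised to a 1-colour Agilent rat array. The labels of the samples gave the sex and the treatment, and the group sizes were those of the paper. The replicate number of an array is the number the authors gave it and stands for no pairing known from the paper.

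The authors deposited the scanner output of every array, made with Agilent Feature Extraction, in which each spot has an intensity after background subtraction and detrending within the array, a mean intensity before it, a background intensity and quality marks. The authors also deposited a table of log2 values after quantile normalisation and a filter, with 38875 spots, of which 38223 were filled for males and 37605 for females. Scale and direction of this table were set by comparison with the scanner values, and whether an offset was added before the log2 was taken remains unknown.

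From the scanner output, control spots were not used and spots that the software marked as outliers were left out, which left a probe without a value on an array in 213 cases. Processed intensities were converted to log2, replicate spots were averaged, and the 16 arrays of a sex were quantile-normalised. Probes were kept when they were well above background on at least 80% of the arrays of at least 1 group. Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes without a trend), and tables were read with data.table 1.17.8. The model held the 3 groups of a sex, so all 16 arrays shared one estimate of the spread, with an FDR (Benjamini-Hochberg) of 1% for CLP vs sham and for CLP plus landiolol vs sham, and of 5% for CLP plus landiolol vs CLP. Differences between the sexes were tested as an interaction on the 32 arrays normalised together, at an FDR of 5%. The paper applied SAM with a larger number of permutations. SAM was run here on the 2 groups compared, with 100 drawn permutations.

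Gene names came from the files. A symbol was taken from the female files for 27580 probes, from the male files for 794 and from a RefSeq table of names for 702 of the 17224 probes looked up in it, and 16522 probes had none. Coordinates were taken from the files, whose headers name build rn4, and from no other source. Gene lists were tested on 1 probe per gene, the one with the highest mean over all arrays, with camera (correlation 0.01) and with fry. Gene ontology terms and the DAVID and Cytoscape analyses of the paper were not used here.

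The samples, the main setting, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined, except for the alternatives described as chosen after seeing the data. The rule names every gene in the text, Fig. 2b or Fig. 3b of the paper and, in each of the 4 main comparisons, the 3 genes with the largest rise and the 3 with the largest fall among those with a symbol that passed the FDR, were well above background on every array of at least 1 of the groups and did not overlap between the groups. The gene lists of the paper, which give no fold changes, had been seen when the rule was written. One gene that the rule names is not reported here. A gene was reported by its probe with the highest mean over the 32 arrays, and other probes were mentioned where they went the other way or changed the call. Where a probe was not well above background on any array of a group, only a bound was given.

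Alternatives were scaling to the 75th percentile, normexp correction with an offset of 50, the raw mean intensity, the filter applied to 80% of all arrays of a sex, no filter, a fit of only the groups compared, a trended prior, array weights, the slide as a term, days read from the sample names as a term, the replicate number as a block, 1 probe per gene, normalisation of both sexes together, the table of the authors, exchanged FDR levels, SAM, and leaving out each array in turn. Those added after seeing the data were the row of the slide, the brightness of the arrays, SAM on the table of the authors, 1 name per probe, and counting probes without a name, and for CLP plus landiolol vs sham every alternative. A count was taken as moved when it differed by more than 1.5 times.

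Each comparison was also repeated on other splits of the same arrays into groups of the same sizes, 100 drawn in each case. The tests were checked on simulated data with known changes, where camera and fry each recovered a list of 30 genes shifted by 0.3 on the log2 scale and called 0 unchanged lists. Arrays within a sex had Pearson correlations of 0.936 to 0.989 in males and of 0.930 to 0.986 in females over the 120 pairs of each. The lowest mean correlation with the other arrays of the same group was 0.951, for replicate 5 of the female CLP group, and in males it was 0.965, for replicate 5 of the CLP plus landiolol group.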

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

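The tests of the gene lists that differed between the sexes, of the interferon response list, of the haemoglobin and Eif2s3y signals and of the number of landiolol arrays were chosen after the result was seen, as were the fits with the row of the slide and all the alternatives for CLP plus landiolol vs sham.

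The paper compared the CLP plus landiolol group with the CLP group and not with sham. With limma at an FDR of 1%, 973 genes were called between the CLP plus landiolol and sham groups in males (549 higher and 424 lower; 6267 probes at an unadjusted p of 0.05) and 1141 in females (656 higher and 485 lower; 6774 probes). In 100 splits of the arrays of the 2 groups, 1, the real one, called as many genes in each sex, so chance can be excluded. The count for male CLP plus landiolol vs sham was 611, 647 and 594 without replicates 2, 3 and 4 of the sham group and 648 without replicate 3 of the CLP plus landiolol group. In females no single array moved the count by more than 1.5 times, and the lowest count was 784.

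In females this comparison called 352 more genes than CLP vs sham. Leaving out 1 array of the CLP plus landiolol group left an excess of at least 47, which argues against a single array as the whole source. The unequal number of arrays may account for much of it, since with 5 of the 6 landiolol arrays the median excess was 139.5 (range 47 to 329). The position on the slide cannot be told apart from the groups, because all female sham arrays lay in row 1 and all female CLP plus landiolol arrays in row 2. With the row in the fit, 18 genes were called for CLP plus landiolol vs sham, a difference of -277 from CLP vs sham, and the median standard error rose from 0.22 to 0.39 while the median change of the called probes went from 1.15 to 0.99. The row itself was called for 0 genes by limma at an FDR of 1%, and 5.63% of the female probes and 1.64% of the male probes passed an unadjusted p of 0.05 for it. In females the SD of the log2 fold changes against sham over 24769 probes, after taking away the part due to measurement error, was 0.49 for the CLP plus landiolol group and 0.48 for the CLP group. A larger overall response of the landiolol group is thus not seen in this measure, whose error was not estimated for this comparison.

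Camera called a difference between the sexes for 19 changes of gene lists. For CLP vs sham, the median of male minus female changes was positive for the cytosolic ribosome (0.1016, adjusted p = 3.09e-05), MHC class II and invariant chain (0.3735, adjusted p = 0.0374), JAK/STAT (0.207, adjusted p = 0.00418), Y-linked (0.5292, adjusted p = 0.0118), neutrophil (0.8632, adjusted p = 0.0118), macrophage and monocyte (0.2097, adjusted p = 0.0189) and glucocorticoid response lists (0.4064, adjusted p = 0.000112). It was negative for collagens (-0.3284, adjusted p = 0.000585), calcium channels (-0.3253, adjusted p = 0.00532), erythroid genes (-2.3, adjusted p = 0.0056) and immediate early genes (-0.2111, adjusted p = 0.0129). After landiolol it was positive for collagens (0.2114, adjusted p = 0.00228), potassium channels (0.2788, adjusted p = 0.0124), calcium channels (0.3099, adjusted p = 0.00207), chemokines (0.5033, adjusted p = 0.0189), T and B lymphocyte genes (0.464, adjusted p = 0.00658), erythroid genes (2.0898, adjusted p = 8.62e-05) and interferon response genes (1.1067, adjusted p = 1.15e-15), and negative for the proteasome (-0.2077, adjusted p = 0.00207). Fry called 0 of them, with a smallest adjusted p of 0.295. Camera presets the correlation between genes, and genes of a list that move together from rat to rat may give such calls. When the labels were permuted within each sex, the smallest adjusted p over the 36 lists was 0.13 (unadjusted exact permutation p = 0.00361, interferon response after landiolol), so that this explanation stays open for all 19. Female rats carry no Y-linked genes, and the difference for that list compares male changes with female background.

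Single arrays decided some of these differences. The median for the cytosolic ribosome fell to 0.03 without replicate 2 of the female CLP group (adjusted p = 0.121). For immediate early genes it changed sign without replicate 1 of the female sham group (0.07, adjusted p = 0.808), and the call was lost without replicates 1 or 2 of the male CLP group (adjusted p = 0.0973 and 0.0531) or 1 of the female CLP group (adjusted p = 0.0792). Neutrophil genes were not called without replicate 5 of the male CLP group (0.71, adjusted p = 0.0757) or with the table of the authors (0.55, adjusted p = 0.152), and Y-linked genes not without replicate 3 of the female sham group (0.45, adjusted p = 0.0599). The call for MHC class II was lost without replicates 1 or 5 of the male sham group (0.30 and 0.31), 2 or 3 of the male CLP group (0.29 and 0.33), 1 or 3 of the female sham group (0.32 and 0.16) or 3 or 5 of the female CLP group (0.28 and 0.16), and also with normexp (0.33), with the mean signal (0.34), with the 4 groups of the comparison alone (0.37) and with the table of the authors (0.36). The call for macrophage and monocyte genes was lost without replicates 4 or 5 of the male sham group (0.30 and 0.13), 5 of the male CLP group (0.12), 2 or 3 of the female sham group (0.16 and 0.06) or 5 of the female CLP group (0.12). After landiolol, collagens were lost without replicate 3 of the male CLP group (0.06, adjusted p = 0.0857) or 1 of the female CLP group (0.11, adjusted p = 0.0763), potassium channels without replicate 4 of the male CLP group (0.20, adjusted p = 0.0728) or 1 of the female CLP plus landiolol group (0.21, adjusted p = 0.0564), and lymphocyte genes without replicate 1 of the male CLP group (0.19, adjusted p = 0.0673). Chemokines were lost without replicates 1 or 3 of the male CLP group (0.45 and 0.38), 1 of the male CLP plus landiolol group (0.32), 1 of the female CLP group (0.35) or 3 or 4 of the female CLP plus landiolol group (0.41 and 0.49).

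The interferon response list went in opposite directions after landiolol, up in males and down in females. In males the rise was present on both slides (smaller within-slide difference 0.4302), which argues against the slide, and the exact permutation test of the list mean (p = 0.00433) argues against genes moving together as the source of the camera call, although after adjustment over the 36 lists it did not pass (adjusted p = 0.156). In females the list mean changed by -0.43 (exact permutation p = 0.186). The difference between the sexes was 1.09 and did not pass either (adjusted exact permutation p = 0.13). A biological difference between the sexes stays open as a hypothesis. In the female sham group, replicate 4 lay far below the others for this list (10.99 against 11.92 to 12.20, a gap of 0.7651 of the range of the group). In the male sham group the 2 arrays of the first slide lay above the 3 of the second by at least 0.85 (means 11.55 and 10.40). A slide effect of equal size in all male groups is argued against, since the male CLP arrays differed by -0.0205 between the slides (standard error 0.23), against 1.15 in sham. An effect that differs between the groups cannot be told apart from differences between rats, because 2 against 3 arrays allow no exact p under 0.1 within sham. It stays open, since the CLP plus landiolol arrays differed by 0.44 and the mean over the 3 male groups was 0.53 (exact permutation within groups, p = 0.0165).

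In the female CLP group, replicate 4 was the highest for the neutrophil list (7.77 against 6.98 to 7.18, a gap of 0.7446 of the range). The same array held the erythroid signal. On it, 5 of 5 haemoglobin probes were higher than on the other 31 arrays, with Hba1 at 16.71 against at most 13.49, Hbb-b1 at 15.33 against 11.95, Hba2 at 12.21 against 8.30, Hbb at 11.12 against 7.57 and Hbb-bs at 12.88 against 9.46. Blood in the tissue sample is a candidate source. Slc4a1, another erythroid gene of the list, was not raised (7.40 against at most 10.86 elsewhere). A sham sample labelled as CLP is argued against by the position of this array on the genes called in males, 1.0299 on a scale where female sham is 0 and female CLP is 1, and where no female sham array exceeded 0.097. A CLP plus landiolol sample labelled as CLP cannot be told apart there, since those arrays reached 1.052. On the V form genes of males the array lay at 1.1121, above the CLP plus landiolol arrays (0.1244 to 0.7297), but its mean for the interferon response list, 9.48, lay below the other CLP arrays (10.48 to 11.38) and nearer the CLP plus landiolol arrays (9.82 to 10.34). Without it, the difference between the sexes after CLP for erythroid genes was -0.98 (adjusted p = 0.196), and it was not called without replicate 2 of the female CLP group either (-1.96, adjusted p = 0.0598). After landiolol the difference was still called without replicate 4, at 1.16 (adjusted p = 0.0114). No biological explanation was tested for a single array.

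Among genes that tell the sexes apart, Eif2s3y reached 5.81 on replicate 3 of the female sham group, against 1.99 to 2.27 on the others (gap 0.9259 of the range). Male RNA in the sample is argued against by Kdm5d, which was at 2.024 on this array and between 6.81 and 8.22 in males. Within its group, Kdm5d itself was highest on replicate 4 of the female sham group (2.71 against 2.00 to 2.09, gap 0.8669). Within the male CLP plus landiolol group, Xist was highest on replicate 4 (2.49 against 2.04 to 2.14, gap 0.7903). Over all male arrays Xist reached 2.835, on replicate 1 of the CLP group. Neither gene was well above background on any array of that sex, whereas Eif2s3y was so on this 1 female array. No biological explanation was tested for these signals.

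Single arrays stood apart within their group for 8 named genes. Over all measures, 14 of 234 groups passed Dixon's test, against 11.7 by chance. Wfdc21 was highest on replicate 4 of the male CLP group (9.26 against 7.76 to 8.18, gap 0.7209 of the range), and Reg3b lowest on replicate 1 of that group (12.05 against 14.76 to 15.29, gap 0.8367). Gal was highest on replicate 2 of the male CLP plus landiolol group (13.55 against 11.25 to 11.66, gap 0.8207), and Nmrk2 on replicate 4 of the female CLP plus landiolol group (8.38 against 5.59 to 6.55, gap 0.6551). On replicate 1 of the female CLP group, Asb18 (10.18 against 8.06 to 8.54, gap 0.7754) and Crem (13.24 against 12.41 to 12.64, gap 0.7278) were the highest. Fgf2 was highest on replicate 1 of the male sham group (7.51 against 6.97 to 7.08, gap 0.7949). Pde10a was lowest on replicate 1 of the female sham group (7.10 against 7.89 to 8.11, gap 0.7755) and on replicate 5 of the female CLP group (9.44 against 9.60 to 9.61, gap 0.9336), where the group was so narrow that a small distance took up most of it. The design gives no reason for a difference within a group, and no biological explanation was tested.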

How the results depend on the processing

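The fits with the row of the slide or the brightness of the array, SAM on the table of the authors, 1 name per probe, the count with unnamed probes and every alternative for CLP plus landiolol vs sham were chosen after the result was seen. A count is said to hold where it stayed within 1.5 times its value. Unless a setting itself shows why a value moved, the cause was not tested.

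The number of genes called after CLP in males held in 18 alternatives, between 1231 and 2445, and in females in 15, between 650 and 1132. For landiolol in males it held in 13 (248 to 456) and in females in 9 (15 to 30). The shared genes held in 14 alternatives after CLP (345 to 690) and in 9 after landiolol (7 to 15). The V form counts held in 14 alternatives (80 to 157) and 13 (73 to 117) in males and in 11 (4 to 8) and 8 (always 1) in females. For CLP plus landiolol vs sham the counts held in 5 alternatives in each sex, 854 to 1136 in males and 1080 to 1581 in females. The following paragraphs give the counts that did not hold, and ranges over alternatives or fits without 1 array, some of which held. With 1 array of the groups compared left out, the shared CLP genes and the female CLP plus landiolol vs sham genes held in every fit.

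An FDR of 5% for CLP vs sham and 1% for CLP plus landiolol vs CLP gave 3637 genes after CLP in males, 1968 in females and 1220 in both. It gave 81 landiolol genes in males, 0 in females and 0 shared, with V forms of 45 up-down and 17 down-up in males and 0 and 0 in females. These moves follow from the threshold.

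Weights for the arrays raised the counts to 2968 after CLP in males, 1300 and 156 after landiolol in males and females, 65 shared landiolol genes, and V forms of 357 and 336 in males and 21 and 28 in females. The lowest weights were those of replicate 5 of the CLP plus landiolol group in males (0.296) and replicate 5 of the CLP group in females (0.308). With the arrays of the compared groups alone, which leaves fewer arrays to estimate the spread, 152 landiolol genes were called in males, 1 in females and 0 shared, 466 genes after CLP in females, 270 shared CLP genes, and V forms of 51 and 32 in males and 1 and 0 in females.

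SAM called 957 and 66 landiolol genes in males and females, 1233 genes after CLP in females, 739 shared CLP and 23 shared landiolol genes, and V forms of 202 and 231 in males and 12 and 11 in females. For CLP plus landiolol vs sham it called 1631 genes in males and 2091 in females. On the table of the authors SAM called 897 and 36 landiolol genes, 1226 genes after CLP in females, 774 shared CLP genes, and V forms of 202 and 194 in males and 3 and 6 in females.

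With the row of the slide in the fit, 295 genes were called after CLP in females, 192 shared CLP genes, 0 landiolol genes in females, 0 shared, 0 V form genes in either direction in females, and 18 genes for CLP plus landiolol vs sham in females. In females the row and the groups overlap, which raises the standard errors. With the brightness of the arrays in the fit, the counts were 3287 after CLP and 712 after landiolol in males, 1651 for CLP plus landiolol vs sham in males, 744 shared CLP genes, V forms of 212 and 212 in males, and 2 down-up in females. With the day read from the sample names, about 1.3e+02 landiolol genes were called in males (55 higher and 72 lower), 6 shared landiolol genes, and V forms of 53 and 28 in males.

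The replicate block gave 483 genes after CLP in females, 264 shared CLP genes, 0 landiolol genes in females, 0 shared, and V forms of 68 and 56 in males and 0 and 0 in females. Neither the paper nor the labels say what the numbers stand for. On the male slides, arrays of the same number followed each other in position, so there the number goes with the place on the slides. In the male groups and in the female sham and CLP groups the numbers follow the order of the days read from the sample names. Arrays of the same number and sex had different days, however, and the deviations do not pair them in every combination. Deviations of arrays of the same number correlated between -0.424 and 0.547, and 1 to 4 of the 5 pairs exceeded 0.1 in each combination of groups. For sham and CLP, sham and CLP plus landiolol, and CLP and CLP plus landiolol, the mean was 0.191, 0.224 and -0.013 in males. In females it was -0.018, 0.185 and -0.153. An effect that goes with the number thus stays open.

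Without a filter, 231 landiolol genes were called in males, 3 in females and 1 shared, 57 down-up V form genes in males and 1 up-down in females, and the correlation of male and female fold changes after CLP was 0.612 instead of 0.782. More probes enter the test there. With the filter over all arrays, 8 landiolol genes were called in females and 6 shared. The 75th percentile gave 6 in females, 5 shared and 0 down-up V form genes in females, normexp 19 shared and V forms of 10 and 3 in females, and the mean signal V forms of 11 and 2 in females. With 1 probe per gene, 4 landiolol genes were called in females, 3 shared, and 2 up-down. Normalising both sexes together gave 9 landiolol genes in females. The down-up V form in females had 3 genes with a trended prior, 2 with the slide as a block and 4 with the table of the authors.

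For counts of 0 in the female landiolol comparison, limma had 2372 probes at an unadjusted p of 0.05 in the main setting, and SAM called 66 genes. Of the differences between the sexes, limma called 0 genes for CLP (995 probes at an unadjusted p of 0.05) and 0 for landiolol (1307 probes). They stayed at 0 in 15 and 16 alternatives. The exception was the table of the authors, with 10 genes for CLP. No other tool was run on them. Without replicate 4 of the female sham group 1 gene was called for CLP, and without replicate 4 of the female CLP plus landiolol group 1 for landiolol, so that the counts with 1 array left out ran from 0 to 1.

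The next counts are from fits without 1 array of the groups compared. The CLP genes ran from 1179 to 2108 in males and from 517 to 750 in females. Leaving out 1 array of the female CLP plus landiolol group instead gave 691 to 845 CLP genes in females. In males the lowest count was that without replicate 4 of the CLP group. In females 517 and 524 were called without replicates 1 and 5 of the sham group. The shared CLP genes ran from 327 to 470. The counts for male CLP plus landiolol vs sham ran from 594 to 984 (611, 647 and 594 without replicates 2, 3 and 4 of the sham group and 648 without replicate 3 of the CLP plus landiolol group) and those for females from 784 to 1174.

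The male landiolol count ran from 115 to 966. It was 966, 153, 115 and 230 without replicates 1, 3, 4 and 5 of the CLP group and 228, 174, 216 and 203 without replicates 1, 2, 3 and 6 of the CLP plus landiolol group. The up-down V form in males ran from 42 to 300. It was 300, 47, 42 and 67 without replicates 1, 3, 4 and 5 of the CLP group and 67, 73 and 64 without replicates 2, 3 and 6 of the CLP plus landiolol group. The down-up V form in males ran from 24 to 263. It was 263, 36, 24 and 60 without the same 4 CLP arrays and 63, 44, 59 and 43 without replicates 1, 2, 3 and 6 of the CLP plus landiolol group.

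The female landiolol count ran from 0 to 111. It was 9, 1, 0, 0 and 111 without replicates 1 to 5 of the CLP group in that order, 0 without replicates 1, 2 or 5 of the CLP plus landiolol group, 3 without replicate 4 and 1 without replicate 6. The shared landiolol genes ran from 0 to 33. They were 5, 0, 0, 0 and 33 without female CLP replicates 1 to 5, 0 without replicates 1, 2, 5 or 6 of the female CLP plus landiolol group and 1 without replicate 4. The up-down V form in females ran from 0 to 11. It was 3 and 0 without replicates 2 and 3 of the sham group, 3, 1, 0, 0 and 11 without CLP replicates 1 to 5, 0 without replicates 1, 2, 5 or 6 of the CLP plus landiolol group and 1 without replicate 4. The down-up V form ran from 0 to 17. It was 2 and 0 without replicates 1 and 3 of the sham group, 2, 0, 0, 0 and 17 without CLP replicates 1 to 5, 4 without replicate 3 of the CLP plus landiolol group and 0 without any other of that group.

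The ratio of the female to the male CLP effect, 0.976, ran from 0.9002 to 1.0375 with 1 array left out and from 0.936 to 0.978 over 8 alternatives. The correlation of male and female fold changes ran from 0.7333 to 0.796 with 1 array left out and from 0.749 to 0.799 over 7 alternatives. Camera called 50 changes of gene lists, 47 to 51 over 6 alternatives and 46 to 55 with 1 array left out, and fry 25. The value for immediate early, sex by CLP interaction, changed sign without replicate 1 of the female sham group, to 0.0682, where it was no longer called (adjusted p = 0.808), and was lowest without replicate 5 of the female CLP group, at -0.4032. Over all lists and alternatives, 4249 calls were as in the main setting, 97 were lost and 80 gained. Of the named genes 97 calls were made, between 68 and 106 over 10 alternatives and between 79 and 98 with 1 array left out. Over all named genes and alternatives, 2659 were as in the main setting, 311 were lost and 41 gained. The replicate block lost 30, the fit of the compared groups alone 29 and the day of the sample names 12, and weights for the arrays gained 9. A sign that changed between 2 values that both missed the threshold was not counted as a reversal.

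Signal over background limits the weak genes. A probe not well above background on any array of a group has only a bound there. Where a probe was well above background on only some arrays of a group, the size of its change is uncertain.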

Differences from the paper's values

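Brightness of the array, SAM on the table of the authors, 1 name per probe and the count with unnamed probes were chosen after seeing the values, and the number of the paper's own genes that each drops is given where it is named. The other alternatives were set before the data were examined.

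After CLP the paper gives 2850 genes in males, and 1809 were called here with limma. Of 16 alternatives, 6 came within 1.5 times of the paper's count, normexp (1995), the mean signal (1963), a trended prior (1984), weights for the arrays (2968), the other FDR (3637) and SAM (2290), and the 75th percentile, the filter over all arrays, no filter, the compared groups alone, the slide block, the day of the sample names, the replicate block, 1 probe per gene, both sexes normalised together and the table of the authors did not. Leaving out replicate 1 of the male CLP group gave 2108. Among those chosen after seeing the values, brightness gave 3287 and dropped 470 of the paper's genes, and SAM on the table of the authors gave 2445 and dropped 431. Of the paper's 1591 genes lower after CLP in males, against 930 here, the count was reached within 1.5 times by normexp (1065), weights (1533), the other FDR (1878) and SAM (1279) and not by the other 12, by leaving out replicate 1 of the CLP group (1063) and, chosen after seeing the values, by brightness (1707, dropping 299) and SAM on the table of the authors (1359, dropping 247).

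In females the paper gives 1267 genes after CLP against 789 here. Normexp (870), the mean signal (878), a trended prior (873), weights (1073), the day of the sample names (927) and SAM (1233) came within 1.5 times, the other 10 did not. In settings chosen after seeing the values, brightness gave 1132 (dropping 433) and SAM on the table of the authors 1226 (dropping 91). For genes lower after CLP in females the paper gives 761, against 386 here. Weights (578), the other FDR (1072) and SAM (704) came within 1.5 times and the other 13 did not. Brightness gave 583 (dropping 317) and SAM on the table of the authors 752 (dropping 49), both chosen after seeing the values.

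The paper gives 803 genes shared after CLP, against 466 here. Normexp (549), the mean signal (546), a trended prior (538), weights (690) and SAM (739) came within 1.5 times and the other 11 did not. Of the settings chosen after seeing the values, brightness gave 744 (dropping 246), SAM on the table of the authors 774 (dropping 67) and 1 name per probe 540 (dropping 369). Shared genes that were lower numbered 475 in the paper and 198 here, with weights (335), the other FDR (637) and SAM (401) within 1.5 times and the other 13 not. Brightness gave 355 (dropping 195) and SAM on the table of the authors 457 (dropping 43), both chosen after seeing the values.

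After landiolol the paper gives 1021 genes in males, 603 higher and 418 lower, against 368, 198 and 170 here. Weights (1300, 686 and 614) and SAM (957, 568 and 389) came within 1.5 times for all 3 counts and the other 14 alternatives for none. Without replicate 1 of the male CLP group the counts were 966, 493 and 473. Among those chosen after seeing the values, SAM on the table of the authors gave 897, 516 and 381 (dropping 124, 87 and 37), and brightness came within 1.5 times for all genes (712, dropping 516) and for the lower ones (323, dropping 198).

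In females the paper gives 83 landiolol genes against 20 here, of which 71 and 11 were higher. For all genes SAM (66) was within 1.5 times and the other 15 were not, and for the higher ones weights (92) were and the other 15 were not. Without replicate 5 of the female CLP group 111 were called, 71 of them higher. The paper's share of higher genes is 86%, against 55% here. No filter (66.7%), weights (58.97%), the table of the authors (57.7%) and SAM (69.7%) came within 1.5 times and the other 10 that gave a share did not. The share was 64.0% without replicate 5 of the CLP group and 100% without replicate 6 of the CLP plus landiolol group, where 1 gene was called. In settings chosen after seeing the values, SAM on the table of the authors gave 83.3% (dropping 41), and 1 name per probe and the count with unnamed probes 59.1% each (dropping 62 each). Genes shared by both sexes after landiolol numbered 30 in the supplement of the paper and 10 here, with SAM (23) within 1.5 times and the other 15 not, and 33 without replicate 5 of the female CLP group.

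For the V form in males the paper gives 226 genes up and then down, against 117 here. Normexp (157), the mean signal (153) and SAM (202) came within 1.5 times, the other 14 of 17 did not. Without replicate 1 of the CLP group 300 were found. Of the settings chosen after seeing the values, brightness gave 212 (dropping 81) and SAM on the table of the authors 202 (dropping 24). For down and then up the paper gives 247 against 100 here, with weights (336) and SAM (231) within 1.5 times and the other 15 not, 263 without replicate 1 of the CLP group, and, chosen after seeing the values, brightness 212 (keeping 142 of the paper's 247 and dropping the rest) and SAM on the table of the authors 194 (dropping 54). In females the paper gives 15 genes down and then up against 1 here, with SAM (11) within 1.5 times and the other 16 not, and 17 without replicate 5 of the CLP group.

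Over the lists of the supplement, 1682 of the 2850 male CLP genes, 694 of the 1267 female CLP genes, 335 of the 1021 male landiolol genes and 15 of the 83 female landiolol genes were called here, and none of them the other way.

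After CLP in males the paper gives JAK as higher without naming the member. Jak2 was called here, and Jak3 (0.79, adjusted p = 0.0209), which is in the supplement's list of genes higher in males, was not, but was called with weights, with the FDR of 5% and, chosen after seeing the values, with brightness and with SAM on the table of the authors. The other genes that the text of the paper gives as changed after CLP in males and that were not called here are not in the supplement's male CLP lists by symbol either. Nfkb1 (0.33, adjusted p = 0.0774), Bcl2 (-0.58, adjusted p = 0.059) and Plcb4 (-0.44, adjusted p = 0.0118) are in its male landiolol and V form lists, Aox3 (-0.95, adjusted p = 0.134) in its lists for CLP in females and for landiolol in males, and Cdkn1a (0.42, adjusted p = 0.149), Stag1 (0.34, adjusted p = 0.0738) and Gucy1a2 (-0.64, adjusted p = 0.059) in none. Nfkb1 and Aox3 were called in none of 20 settings, Cdkn1a with the FDR of 5%, and Plcb4 with normexp, the mean signal, a trended prior, weights and the FDR of 5%. Brightness, chosen after seeing the values, called Plcb4, Bcl2, Stag1 and Gucy1a2.

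In females after CLP, Col4a4 (-0.19, adjusted p = 0.642) and Gvinp1 (-1.51, adjusted p = 0.0642) were called in no setting. Crem (0.73, adjusted p = 0.164) was called with the 75th percentile, normexp, the mean signal, a trended prior, weights, the slide block, the FDR of 5% and SAM, and Kcnn1 (-0.78, adjusted p = 0.0128) with normexp, the compared groups alone, the slide block, the table of the authors, the FDR of 5% and SAM. The FDR of 5% called Gpr37l1 (-0.67, adjusted p = 0.0483), Slc16a13 (-0.75, adjusted p = 0.0239) and Sh2d4a (-0.78, adjusted p = 0.0427). SAM on the table of the authors, chosen after seeing the values, called these 5 and Npepo (-0.44, adjusted p = 0.185). Il10, which the paper gives as not changed in females, was called here (at least 2.82-fold higher, adjusted p = 0.00122) and was not called in 6 of 20 settings.

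After landiolol in males, Mapk14 (-0.78, adjusted p = 0.0607) was called with the 75th percentile, normexp, the mean signal, a trended prior, weights, the slide block and the table of the authors, Bcl2 (0.68, adjusted p = 0.0954) with weights, the replicate block and SAM, Aox3 (1.44, adjusted p = 0.0843) and Myh7b (1.04, adjusted p = 0.111) with weights and SAM, and Plcb4 (0.28, adjusted p = 0.215) with SAM. In settings chosen after seeing the values, brightness called Bcl2, Aox3 and Myh7b, and SAM on the table of the authors called Bcl2, Aox3, Plcb4 and Nfkb1 (-0.32, adjusted p = 0.208).

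After landiolol in females, Ptprn (-0.64, adjusted p = 0.226), Erbb3 (0.73, adjusted p = 0.136), Gpr37l1 (0.63, adjusted p = 0.251), Kcnn1 (0.73, adjusted p = 0.135), Col4a4 (0.47, adjusted p = 0.439) and Gvinp1 (0.56, adjusted p = 0.763) were called in no setting. SAM called Adra1a (0.51, adjusted p = 0.223), Npepo (0.83, adjusted p = 0.116), Slc16a13 (0.82, adjusted p = 0.121) and Osbpl6 (0.51, adjusted p = 0.423). Igf1 (0.55, adjusted p = 0.179) was called with weights, and Mybpc2 (-1.54, adjusted p = 0.0699) with normexp, the mean signal, weights and SAM. Phldb2 (0.78, adjusted p = 0.0502) was called with normexp, the mean signal, a trended prior, weights, the table of the authors and SAM, and Akap6 (0.82, adjusted p = 0.0596) with normexp, a trended prior, weights, the slide block and the table of the authors. Of the settings chosen after seeing the values, brightness called Phldb2, and SAM on the table of the authors called Phldb2 and Adra1a.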

Other observations

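The tests of the other split of the male arrays, of the scanner protocol in females and of the female arrays on the V form genes of males were chosen after the result was seen.

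Each comparison was repeated on 100 drawn splits of the same arrays. The number of splits with as many genes, the real one included, was 1 for CLP vs sham in each sex, the shared genes, landiolol in females and the female V forms, and 2 for landiolol and both V forms in males, where 1 other split gave more genes. At a share of 0.05 chance can be excluded for the comparisons and the shared genes, less firmly for landiolol in males, where another split gave more. For the V forms the splits mixed arrays of all 3 groups and removed the CLP change too. They cannot decide whether a return after landiolol arose by chance. In the 100 simulations that kept the CLP change, but held no array differences shared by many probes, 0 gave as many V form genes of either form in males. In females 0 gave as many up-down genes and 2 gave as many down-up genes. For the differences between the sexes, 60 splits for CLP and 35 for landiolol had as many probes at an unadjusted p of 0.05, and chance cannot be excluded. A split by slide itself called 0 genes in limma in each of the 6 comparisons.

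One other split of the male arrays called more genes after landiolol than the real one, 1524, and differed from it by exchanging replicate 1 of the CLP group and replicate 4 of the CLP plus landiolol group. An exchange of these samples is argued against by replicate 4, which lay at 0.7002 between the CLP group (0) and the CLP plus landiolol group (1) on genes picked without both arrays. A wrong label of replicate 1 of the CLP group alone stays open, since it lay at 0.7163, or 0.6641 with the slide in the fit. The other CLP arrays lay between -0.0307 and 0.4002. The day read from the sample names is another candidate. Replicate 1 had the latest day of the male CLP arrays, and the male CLP plus landiolol arrays had later days on average. The next latest CLP array, replicate 2, lay at 0.4002. These positions were not computed with the day in the fit. On the axis from sham (0) to CLP (1) given by genes picked in females, however, replicate 1 lay at 0.8361, above each CLP plus landiolol array (0.6209 to 0.7681). The slide may account for the larger count of that split, which called 7 genes with the slide in the fit, where the real split called 416. Splits that gave larger V forms in males (377 and 368 genes) mixed arrays of all 3 groups.

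Fewer genes were called after CLP in females than in males. The slides cannot be told apart from sex, because each slide holds 1 sex only and a slide term fitted within a sex removes no difference between the sexes. With it, the male count was 2.2611 times the female one. The protocol of the scanner software was that of the male arrays on the second female slide and another on the first. As the whole cause it is argued against, since the slide term, which removes a difference between the protocols, left the female count at 0.9708 times its value, and the first female slide alone called 48 genes after CLP against 5 on the second. A larger spread between female animals stays open. The median within-group SD in females was 1.1163 times that in males (jackknife SE 0.104), but 0.9957 times without a filter, where the male count (1449) was still far above the female one (650). When noise with an SD of 0.1617 was added to the male arrays, 1218 to 1308 genes were called in 20 simulations (median 1250), more than the 789 of females. A smaller CLP effect in females cannot be told apart from an equal one, with a ratio of 0.9763 (jackknife SE 0.1455). A biological difference between the sexes stays open.

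Genes called in 1 sex alone may have missed the threshold in the other. Of the probes called in males only, 98.7332% after CLP and 93.8005% after landiolol changed in the same direction in females.

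The male and female files name some probes differently. With 1 name per probe the shared CLP genes here were 1.1588 times as many, which is too few to account for the difference in shares. In the study's own lists, 906 genes were shared through their probes against 803 by name, 1.1283 times as many, so that names may account for that part of its lists.

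A V form can arise because both comparisons use the same CLP arrays. In 100 simulated landiolol groups equal to the CLP group, 0 gave as many V form genes as males did. These simulations took the level and spread of each probe by itself and called at most 2 landiolol genes in males. Array differences that many probes share were not in them and are not excluded. With the real male arrays, 1 other split called 1524 landiolol genes. Brightness of the arrays and slide are argued against as well, since with them in the fit the V form genes were 1.9539 and 1.106 times as many. Other terms lowered the up-down and down-up counts of 117 and 100. They were 53 and 28 with the day of the sample names and 68 and 56 with the replicate block. With the row of the slide they were 94 and 73. A wrong label of replicate 1 of the CLP group stays open. As the source of the V form it is argued against, since 300 and 263 genes were found without that array. A return under landiolol in males stays open beside the day, the replicate number and the row. Because V form genes are picked by the pattern, positions between sham (0) and CLP (1) were taken on genes picked in the other sex. In males the CLP arrays lay at 1 ± 0.142 (SD, n = 5) and the CLP plus landiolol arrays at 0.687 ± 0.0492 (SD, n = 6; one-sided exact permutation p = 0.00216, the smallest possible), with differences of -0.2422 and -0.4104 on the 2 slides and 83.0% of 923 probes toward sham. In females they lay at 1 ± 0.115 and 0.889 ± 0.201 (one-sided exact permutation p = 0.333), with differences of -0.0346 and -0.1793, and whether landiolol moved the female arrays cannot be told from this. The difference between the sexes was not tested on this scale.

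On the V form genes of males, however, the female arrays also moved toward sham. Of 236 probes 224 were kept in females, 95.1% changed in the male direction after landiolol and 93.8% had the V form. The female CLP plus landiolol arrays lay at 0.507 ± 0.209 (SD, n = 6) against 1 ± 0.148 (SD, n = 5) for the CLP arrays (one-sided exact permutation p = 0.00216). The median landiolol change was 0.47 in females and 1.00 in males, and the median CLP change 1.07 and 1.37. Replicates 4 and 5 of the CLP group, which lay in the same row of the slide as all female CLP plus landiolol arrays, were at 1.1121 and 0.9472, and the CLP plus landiolol arrays between 0.1244 and 0.7297. An effect of landiolol on these genes in both sexes is a hypothesis.

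Some lists were not reported beside a claim. After CLP in males camera called none of the Y-linked (0.39, adjusted p = 0.192), T and B lymphocyte (-0.43, adjusted p = 0.145), atrial (-0.72, adjusted p = 0.326), adipose (-0.05, adjusted p = 0.87), endothelial (-0.15, adjusted p = 0.972), fibroblast (-0.48, adjusted p = 0.0518), liver (0.29, adjusted p = 0.207), immediate early (-0.25, adjusted p = 0.482), heat shock (0.28, adjusted p = 0.326), clock (-0.17, adjusted p = 0.6) and fetal and stretch genes (0.08, adjusted p = 0.635). Fry called the Y-linked (adjusted p = 0.0129), lymphocyte (adjusted p = 0.0129), fibroblast (adjusted p = 0.0111) and liver lists (adjusted p = 0.0129).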
